# Distinct Roles of LFA-1 and ICAM-1 on ILC2s Control Lung Infiltration, Effector Functions, and Development of Airway Hyperreactivity

**DOI:** 10.3389/fimmu.2020.542818

**Published:** 2020-10-30

**Authors:** Benjamin P. Hurrell, Emily Howard, Lauriane Galle-Treger, Doumet Georges Helou, Pedram Shafiei-Jahani, Jacob D. Painter, Omid Akbari

**Keywords:** ILC2, LFA-1, ICAM-1, trafficking, airway hyperreactivity, asthma, IL-10

## Abstract

Asthma is a heterogeneous airway inflammatory disease characterized by increased airway hyperreactivity (AHR) to specific and unspecific stimuli. Group 2 innate lymphoid cells (ILC2)s are type-2 cytokine secreting cells capable of inducing eosinophilic lung inflammation and AHR independent of adaptive immunity. Remarkably, reports show that ILC2s are increased in the blood of human asthmatics as compared to healthy donors. Nevertheless, whether ILC2 expression of adhesion molecules regulates ILC2 trafficking remains unknown. Our results show that IL-33-activated ILC2s not only express LFA-1 but also strikingly LFA-1 ligand ICAM-1. Both LFA-1^−/−^ and ICAM-1^−/−^ mice developed attenuated AHR in response to IL-33 intranasal challenge, associated with a lower airway inflammation and less lung ILC2 accumulation compared to controls. Our mixed bone marrow chimera studies however revealed that ILC2 expression of LFA-1 — but not ICAM-1 — was required for their accumulation in the inflamed lungs. Importantly, we found that LFA-1 remarkably controlled ILC2 homing to the lungs, suggesting that LFA-1 is involved in ILC2 trafficking to the lungs. Our exploratory transcriptomic analysis further revealed that ICAM-1 deficiency on ILC2s significantly affects their effector functions. While it downregulated pro-inflammatory cytokines such as *Il5*, *Il9*, *Il13*, and *Csf2*, it however notably also upregulated cytokines including *Il10* both at the transcriptomic and protein levels. These findings provide novel avenues for future investigations, as modulation of LFA-1 and/or ICAM-1 represents an unappreciated regulatory mechanism for ILC2 trafficking and cytokine production respectively, potentially serving as therapeutic target for ILC2-dependent diseases such as allergic asthma.

## Introduction

Group 2 innate lymphoid cells (ILC2)s rapidly respond to tissue-specific interleukin (IL)-33, IL-25 and thymic stromal lymphopoietin (TSLP) by releasing copious type-2 cytokines (1–4). IL-25, IL-33, and TSLP are endogenous molecules that act as danger signals recognized by the immune system. They contribute to ongoing type 2 immune responses leading to lung inflammation but can themselves directly induce cardinal features of asthma, including airway hyperreactivity (AHR) and eosinophilia, by activating ILC2s in the absence of adaptive immunity (5). It is now well appreciated that ILC2 activation is tightly regulated by complex interactions as we and others have reported that the severity of asthma symptoms is alleviated through modulation of ILC2 effector functions (3). Remarkably, reports show that ILC2s are increased in the blood of human asthmatics as compared to healthy donors, suggesting that circulating ILC2s continually contribute to the resident lung ILC2 pool (6). In line with this finding, although ILC2s are commonly known as tissue-resident cells, recent reports have shown that ILC2s migrate and accumulate in different tissues upon inflammation, including in the lungs (7–10).

ILC2 migration to inflamed tissues is an emerging feature of ILC2 biology that may be crucial to disease severity. Although leukocyte migration to the airways is the result of a complex series of events, it is in part mediated by their expression of integrins and selectins, involved in the multistep process of diapedesis (11). Integrins are formed of a beta- and an alpha-chain, with one of the most studied — leukocyte function associated antigen-1 (LFA-1) — formed of the CD18 beta-integrin chain and a distinct alpha-chain, CD11a (12). The most common ligands for LFA-1 are intercellular adhesion molecule (ICAM)-1 and ICAM-2, both constitutively expressed on endothelial cells but also on a variety of leukocytes (13). In the context of asthma, anti-LFA-1 and anti-ICAM-1 were shown long ago to be beneficial in experimental asthma through effects on CD4^+^ T-cells (14–17). In the field of innate lymphoid cells, we were the first to show that pulmonary ILC2s remarkably express both ICAM-1 and ICAM-2, suggesting that the well-known LFA-1/ICAM-1/2 molecular pair may represent a modulator of ILC2 biology (18). Prior studies have focused on the function of LFA-1 and ICAM-1/2 In the context of ILC2-dependent asthma, but the exact contributions of LFA-1, ICAM-1, and ICAM-2 in the context of ILC2 trafficking and transmigration to the lungs remains elusive (10, 19).

Herein we examined how adhesion molecules LFA-1 and LFA-1 ligands ICAM-1 and ICAM-2 are involved in ILC2 accumulation and function in the lungs. Pulmonary ILC2s constitutively express LFA-1 subunits CD18/CD11a and ICAM-2, while activation with IL-33 rapidly induces ICAM-1 expression on ILC2s. Importantly, mice genetically deficient in LFA-1 or ICAM-1 develop attenuated AHR and lung inflammation in response to IL-33 intranasal challenge. However, using a combination of approaches that includes the generation of chimeric mice, our results suggest that only the expression of LFA-1 — and not that of ICAM-1 — on ILC2s is required for their accumulation in the lungs upon inflammation. Importantly, we show that LFA-1 on ILC2s is required for their homing to the lungs, suggesting that LFA-1 is involved in ILC2 infiltration in the lungs. Although ICAM-1 was not involved in ILC2 accumulation in the lungs, using a transcriptomic approach, constitutive genetic ablation or induced blocking of ICAM-1, our exploratory results reveal that lack of ICAM-1 on activated ILC2s downregulated pro-inflammatory cytokines such as *Il5*, *Il9*, *Il13*, and *Csf2*, while it notably also upregulated cytokines including *Il10* both at the transcriptomic and protein levels.

## Material and Methods

### Mouse Experiments

Experimental protocols were approved by the USC institutional Animal Care and Use Committee (IACUC) and conducted in accordance with the USC Department of Animal Resources’ guidelines. 5-10 week old age and sex matched mice were used in the studies. C57BL/6J, BALB/cByJ, ICAM-1 deficient (B6.129S4-*Icam1* ^tm1Jcgr^/J), LFA-1 deficient (B6.129S7-*Itgal* ^tm1Bll^/J), and RAG2 deficient (C.B6(Cg)-Rag2^tm1.1Cgn^/J) mice were bred in our animal facility at the Keck School of Medicine, University of Southern California (USC).

### *In Vivo* Experiments and Tissue Preparation

When indicated, mice were challenged on three consecutive days with 0.5 µg/mouse in 50 µl of carrier-free rmIL-33 or rmIL-25 (BioLegend) diluted in PBS. On day 4, lungs were collected and processed to single cell suspensions for the indicated readout. Briefly, following transcardial perfusion with PBS 1× to clear lungs of red blood cells, collected lungs were then digested in collagenase Type IV (400 U/ml) at 37°C for 1 h and processed to single cell suspension through a 70-mm nylon cell strainer (Falcon) as described previously (20, 21). For experiments involving bone marrow cells, cells were isolated by flushing the bone with 5 ml ice cold PBS 1× from one tibia using a 25-G syringe (Becton Dickinson), red blood cells were lysed and cells used for the indicated experiment. For experiments involving peripheral blood, 2 ml of blood was collected *via* heart puncture using a 27-G needle syringe (Becton Dickinson) and kept in PBS 1% EDTA, red blood cells were lysed, and peripheral blood cells used for the indicated experiment. In experiments involving *in vivo* antibody blocking antibodies, 100 µg anti-ICAM-1 (YN1/1.7.4, BioXcell), anti-ICAM-2 (3C4, Biolegend) or corresponding isotype controls were injected through the tail-vein on days 1, 2, and 3 prior rmIL-33 intranasal challenge.

### Bone Marrow Chimera and Adoptive Transfer Experiments

CD45.1^+^ C57BL/6 host mice were first irradiated with 600 rad. The following day, bone marrow cells were isolated from the tibia of CD45.1^+^ C57BL/6 WT or CD45.2^+^ KO (LFA or ICAM-1) donors as indicated above, and a CD45.1 to CD45.2 1:1 mix was prepared prior to adoptive transfer of 5 × 10^6^ cells to host mice through the tail-vein. After transfer, mice were maintained in our pathogen-free facility for 4-6 weeks, and the chimeric blood ratio was measured 2 weeks after transfer and a day prior start of experiment. For other adoptive transfer experiments, activated lung CD45.2^+^ ILC2s (either C57BL/6 or LFA-1^−/−^) were FACS-sorted as described below. At the indicated time, C57BL/6 CD45.1^+^ host mice were adoptively transferred with 10 × 10^3^ FACS-sorted CD45.2^+^ activated lung ILC2 (C57BL/6 or LFA-1^−/−^) by tail-vein injection.

### Murine ILC2 and *In Vitro* Culture

Murine ILC2s were FACS-sorted to a purity of >95% on a FACSARIA III system. ILC2s were purified from the lungs of naïve mice, whereas aILC2s from mice challenged on three consecutive days with 0.5 µg/mouse in 50 µl of carrier-free rmIL-33 (BioLegend). ILC2s were gated as lineage (CD3ε, CD4, CD5, CD45R, Gr-1, CD11c, CD11b, Ter119, TCRγδ, TCRβ, and FCεRIα) negative CD45^+^, ST2^+^, CD127^+^ cells. Isolated ILC2s were cultured at 37°C (5 × 10^4^/ml) with rmIL-2 (10 ng/ml) and rmIL-7 (10 ng/ml) purchased from BioLegend in complete RPMi (cRPMi). For cRPMi, RPMI (Gibco) was supplemented with 10% heat-inactivated FBS (Omega Scientific), 100 units/ml penicillin and 100 mg/ml streptomycin (GenClone). When stated, nILC2s were in addition activated with 50 ng/ml rmIL-33 and CD18, CD11a, ICAM-1, and ICAM-2 expressions were assessed by flow cytometry at the indicated times. In ICAM-1 blocking experiments, 10 µg/ml anti-ICAM-1 (YN1/1.7.4, Thermofisher) or corresponding isotype were added to culture.

### Flow Cytometry

The following murine antibodies were used: biotinylated anti-mouse lineage CD3ε (145-2C11), CD4 (GK1.5), CD5 (53-7.3), TCRβ (H57-597), CD45R (RA3-6B2), Gr-1 (RB6-8C5), CD11c (N418), CD11b (M1/70), Ter119 (TER-119), FcεRIα (MAR-1), Streptavidin-FITC, PE-Cy7 anti-mouse CD127 (A7R34), APCCy7 anti-mouse CD45 (30-F11), PECy7 anti-mouse CD45 (30-F11), APCCy7 anti-mouse CD11c (N418), FITC anti-mouse CD19 (6D5), APC anti-mouse Gr-1 (RB6-8C5), PerCPCy5.5 anti-mouse CD3 (17A2), Alexa Fluor 647 anti-mouse CD102 (3C4), FITC anti-mouse CD102 (3C4), BV510 anti-mouse CD45.1 (A20), APC anti-mouse CD45.2 (104), APC anti-mouse KLRG1 (2F1), APC anti-mouse CD25 (3C7) were purchased from BioLegend. PE anti-mouse CD18 (C71/16), APC anti-mouse CD11a (2D7), BV510 anti-mouse CD54 (3E2), PE anti-mouse SiglecF (E50-2440) were purchased from BD Biosciences. APC anti-mouse CD90.2 (53-2.1), TCR-γδ (eBioGL3), PerCP-eFluor710 anti-mouse ST2 (RMST2-2), eFluor450 anti-mouse CD11b (M1/70) were purchased from Thermofisher. Intranuclear staining was performed using the Foxp3 Transcription Factor Staining Kit (Thermofisher) according to the manufacturer’s instructions and APC anti-mouse Ki67 (SolA15, Thermofisher) or PE anti-mouse/human GATA3 (TWAJ, Thermofisher) were used. Intracellular staining was performed using the BD Biosciences Cytofix/Cytoperm kit. When indicated, cells producing cytokines was measured following 4 h *in vitro* stimulation with 50 µg/ml PMA, 500 µg/ml ionomycin (both Sigma) and 1 µg/ml Golgi plug (BD Biosciences) using the BD Cytofix/Cytoperm Plus staining kit (BD Biosciences). PE anti-mouse IL-10 (JES5-16E3, BD Biosciences), eFluor 450 anti-mouse IL-13 (eBio13A, Thermofisher), PE anti-mouse/human IL-5 (TRFK5, Biolegend) were used. For apoptosis staining, PE Annexin V (Thermofisher) and DAPI (Sigma) were used according to the manufacturer’s instructions. Live/dead fixable violet cell stain kit was used to exclude dead cells, used according to the manufacturer’s instructions (Thermofisher) and CountBright absolute counting beads (Thermofisher) to calculate absolute cell numbers when indicated. Stained cells were analyzed on FACSCanto II and/or FACSARIA III systems and the data was analyzed with FlowJo version 9 software.

### Measurement of Lung Function

On day 4 following rmIL-33 intranasal challenge, lung function was measured using the FinePointe RC system (Buxco Research Systems) as described previously (20, 22, 23). Briefly, mice were surgically tracheotomized under deep anesthesia and placed on the mechanically ventilated system where increasing doses of methacholine (acetyl-b-methylcholine chloride (Sigma) are sequentially nebulized. Methacholine is a bronchoconstrictor inducing airway contraction and was nebulized at various doses in 10 µl, ranging from 0 to 40 mg/ml. For each dose, lung resistance was measured and computed over a period of 3 min.

### Cytokine Measurements and Collection of BAL Fluid

The amounts of cytokines in culture supernatants were measured by ELISA as described previously (24). Murine IL-5, IL-13, and IL-10 ELISA kits were all purchased from Thermofisher and used according to the manufacturer’s instructions. BAL fluid was collected as previously described (20). Briefly, the lungs of tracheotomized mice were washed three times with 1 ml PBS 1× to collect cells. Following red blood cell lysis, cells were stained for flow cytometry analysis. Eosinophils were gated as CD45^+^ CD11c^−^ SiglecF^+^ single cells.

### RNA Sequencing and Data Analysis

Transcriptomic analysis was performed as described previously (20, 25). Briefly, FACS-sorted pulmonary ILC2s were recovered, directly lysed in RLT buffer (Qiagen), and RNA was extracted using the MicroRNeasy kit (Qiagen). For each sample, a total of 10 ng of RNA was used to generate cDNA (SMARTer Ultra Low Input RNA v3 kit, Clontech) for library preparation. Samples were then amplified and sequenced on a NextSeq 500 system (Illumina) where on average 30 million reads were generated from each sample. Raw reads were then further processed on Partek Genomics Suite software, version 7.0 Copyright ^©^; Partek Inc. Briefly, raw reads were aligned by STAR — 2.6.1 d with mouse reference index mm10 and GENECODE M20 annotations. Aligned reads were further quantified and normalized using the upper quartile method and differential analysis by GSA. Transcripts showing an average normalized count below 1 were removed from the analysis, as were genes showing cumulative normalized counts below 10.

### Statistical Analysis

Experiments were repeated at least three times (n = 4–8 each) and data are shown as the representative of >2 independent experiments, except for the RNAseq performed in **Figure 6**. Non-parametric tests were used: Mann-Whitney U tests were used to compare the differences between two groups, except for multi-group comparisons where Kruskal Wallis tests were used. All tests were performed using Prism Software (GraphPad Software Inc.). The degree of significance was indicated as: *p < 0.05, **p < 0.01, ***p < 0.001.

## Results

### Pulmonary ILC2s Express LFA-1, ICAM-1, and ICAM-2

Leukocyte trafficking to inflamed tissues such as the lungs is in part controlled by the expression of adhesion molecules, with the LFA-1/ICAM-1/2 molecular interaction crucial in controlling immune cell diapedesis. We therefore first challenged WT mice for three consecutive days with rmIL-33 intranasally (i.n.) and measured the levels of expression of ICAM-1, ICAM-2 and LFA-1 subunits CD18/CD11a on lung ILC2s by flow cytometry on day 4 (**Figure 1A**). ILC2s were gated as live CD45^+^, Lineage^-^, Thy1.2^+^, CD127^+^ and ST2^+^ cells. An extensive murine activated ILC2 (aILC2) gating strategy can be found in **Supplementary Figure 1**. We found that pulmonary activated ILC2s highly express both LFA-1 subunits CD18 and CD11a, but surprisingly also corresponding ligands ICAM-1 and ICAM-2 (**Figure 1B**). We next assessed expression dynamics of these adhesion molecules on lung ILC2s. We therefore FACS-sorted naïve lung ILC2s (nILC2)s from a cohort of naïve WT mice and cultured them *in vitro* in the presence of rmIL-33 to measure the expression of CD18, CD11a, ICAM-1, and ICAM-2 on ILC2s over time by flow cytometry (**Figure 1C**). We found that CD18 and CD11a as well as ICAM-2 were expressed by lung nILC2 but not induced by rmIL-33 *in vitro* (**Figure 1D**). Remarkably however, pulmonary nILC2 expressed low levels of ICAM-1, which were rapidly induced within as fast as 2 h by rmIL-33 *in vitro*. nILC2s incubated without rmIL-33 did not induce ICAM-1 expression over time, suggesting that our observations are specific to IL-33 stimulation (data not shown). Furthermore, the upregulation of ICAM-1 upon rmIL-33 stimulation on ILC2s as well as expression of ICAM-2 and LFA-1 subunits are independent of the genetic background, as we observed similar results in both BALB/c and C57BL/6 mice (**Supplementary Figures 3A, B**). Interestingly, IL-25 also induced ICAM-1 expression on ILC2s, albeit at a lower level as compared to rmIL-33 (**Supplementary Figures 3A, B**). Together, our findings suggest that LFA-1 and ICAM-2 are constitutively expressed by naïve and activated pulmonary ILC2s. Furthermore, naïve ILC2s express low levels of ICAM-1 that are rapidly increased following IL-33 stimulation.

**Figure 1:**
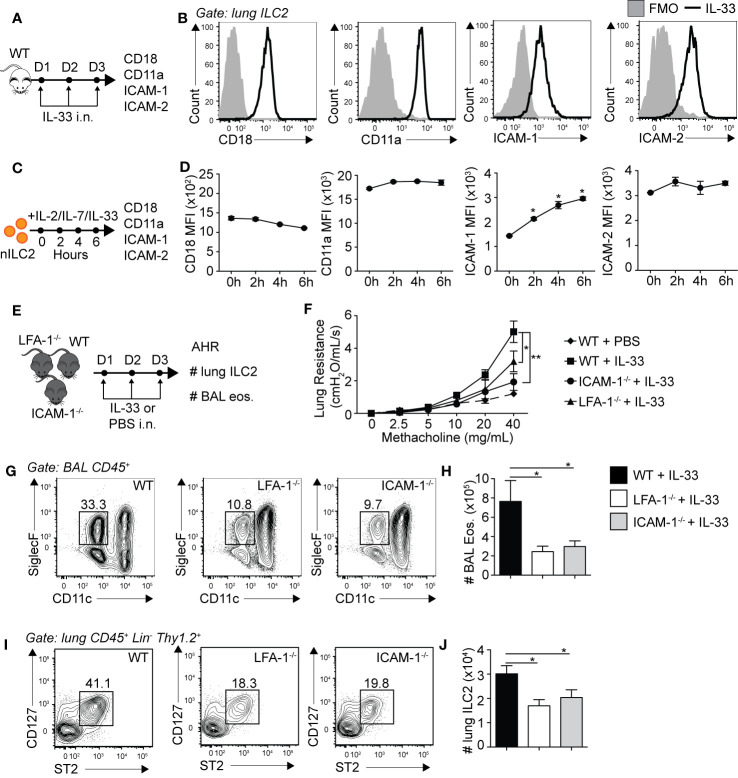
Pulmonary ILC2s express LFA-1, ICAM-1 and ICAM-2 as both ICAM-1^−/−^ and LFA-1^−/−^ mice develop attenuated ILC2-dependent AHR. **(A)** A cohort of BALB/cByJ mice were challenged intranasally on days 1-3 with 0.5 µg rmIL-33 and on day 4 lungs were recovered, processed to single cell suspensions and the expression of CD18, CD11a, ICAM-1, and ICAM-2 on pulmonary CD45^+^ Lin^−^ Thy1.2^+^ ST2^+^ CD127^+^ ILC2s was analyzed by flow cytometry. **(B)** Representative flow cytometry plots of CD18, CD11a, ICAM-1, and ICAM-2 expressions on pulmonary ILC2s following challenge with rmIL-33. Black line: Corresponding marker, Solid Gray: Full Minus One (FMO) staining control. **(C)** Lungs from a cohort of naïve BALB/cByJ mice were recovered, processed to single cell suspensions and pulmonary naïve ILC2s (nILC2)s were FACS-sorted to a purity of >95%. Pure nILC2s were then cultured (50 × 10^4^/ml) *in vitro* at 37°C in the presence of rmIL-2 (10 ng/ml), rmIL-7 (10 ng/ml), and rmIL-33 (50 ng/ml) and analyzed for the expression of CD18, CD11a, ICAM-1, and ICAM-2 at the indicated times by flow cytometry. **(D)** Mean Fluorescence Intensity (MFI) of CD18, CD11a, ICAM-1 and ICAM-2 on cultured nILC2s at the indicated times after rmIL-33 stimulation *in vitro*, presented as MFI ± SEM. **(E)** Separate cohorts of C57BL/6 (WT), LFA-1^−/−^ and ICAM-1^−/−^ mice were challenged intranasally on days 1 to 3 with 0.5 µg rmIL-33. On day 4, airway hyperreactivity (AHR) was analyzed in each cohort as a measure of lung resistance by sequentially nebulizing increasing doses of bronchoconstrictor methacholine in anesthetized/tracheotomized mice on the FinePointe RC system (Buxco Research Systems). Additionally, the numbers ILC2s (CD45^+^ Lin^−^ Thy1.2^+^ ST2^+^ CD127^+^) in the lungs, and eosinophils (CD45^+^ SiglecF^+^ CD11c^−^) in the bronchoalveolar lavage (BAL) fluid were analyzed by flow cytometry. **(F)** Lung resistance in each cohort of mice in response to increasing doses of bronchoconstrictor methacholine. The dashed line represents WT mice challenged intranasally with PBS as a baseline control for the measure of AHR. **(G)** Representative flow cytometry plots of BAL eosinophils in each cohort and **(H)** corresponding quantitation presented as the mean number of BAL eosinophils ± SEM. **(I)** Representative flow cytometry plots of pulmonary ILC2s in each cohort and **(J)** corresponding quantitation presented as the mean number of lung ILC2s ± SEM. Data are representative of three individual experiments with n = 5. *p < 0.05, **p < 0.01.

### LFA-1, ICAM-1 but Not ICAM-2 Are Required for ILC2-Dependent AHR

We next assessed the biological relevance of LFA-1, ICAM-1 and ICAM-2 expressions on the development of ILC2-dependent AHR and airway inflammation. AHR is a powerful tool allowing the measure of airway resistance, a cardinal feature of asthma, as described previously (18–20, 25). Briefly, mice were surgically tracheotomized under deep anesthesia and placed on a mechanically ventilated system where increasing doses of methacholine are sequentially nebulized. Methacholine is a bronchoconstrictor inducing airway contraction and was nebulized at various doses ranging from 0 to 40 mg/ml. For each dose, lung resistance was measured and computed. We therefore treated cohorts of WT, LFA-1^−/−^ and ICAM-1^−/−^ mice with rmIL-33 or PBS i.n. for three consecutive days and measured AHR on day 4 (**Figure 1E**). LFA-1^−/−^ mice constitutively lack both CD18 and CD11a, whereas ICAM-1^−/−^ mice constitutively lack ICAM-1, without affecting ICAM-2 expression (**Supplementary Figure 2**). As expected, we first observed that WT mice challenged with rmIL-33 induced significantly higher lung resistance as compared to mice challenged with PBS (**Figure 1F**). However, LFA-1^−/−^ and ICAM-1^−/−^ mice developed significantly less lung resistance as compared to WT controls in response to rmIL-33 challenge, suggesting that the expression of LFA-1 or ICAM-1 are required for efficient development of AHR in response to IL-33 (**Figure 1F**). Furthermore, airway inflammation was lower in both LFA-1^−/−^ and ICAM-1^−/−^ mice compared to WT mice, as the decrease in AHR was associated with decreased numbers of eosinophils in the bronchoalveolar (BAL) fluid (**Figures 1G, H**). Since ILC2s play a central role in the development of IL-33-induced AHR, we next measured the numbers of pulmonary ILC2s in each cohort. We found that both LFA-1^−/−^ and — as reported previously (19) — ICAM-1^−/−^ mice harbored significantly less lung ILC2s compared to WT mice (**Figures 1I, J**). Importantly, we also assessed the requirement of ICAM-2 expression on airway inflammation using an anti-ICAM-2 blocking strategy (**Supplementary Figure 5**). Strikingly, blocking ICAM-2 neither affected airway inflammation nor the number of pulmonary ILC2s following intranasal challenge with rmIL-33 on three consecutive days. In addition, we did not observe an increase in ICAM-2 expression in ICAM-1^−/−^ activated lung ILC2s, suggesting that ICAM-1 and ICAM-2 are not functionally redundant in this context (**Supplementary Figures 2D–F**). Together, our findings reveal that LFA-1 and ICAM-1 — but not ICAM-2 — are required for ILC2 accumulation in the lungs and development of ILC2-dependent AHR.

### LFA-1 on ILC2s Is Required for Accumulation in the Lungs

Following the observation that pulmonary ILC2s are decreased in the constitutive absence of LFA-1, we next investigated the functional requirement of LFA-1 on ILC2s for their accumulation in the lungs during inflammation. To do so, we generated mixed bone marrow (BM) chimera experiments using the WT (CD45.1) and LFA-1^−/−^ (CD45.2) mice models that allow tracking of immune cells within tissues based on their expression of the CD45 isoform. Using this approach, we therefore directly assessed the function of LFA-1 expressed on ILC2s for their accumulation in the lungs. Lethally irradiated CD45.1 (host) mice were reconstituted with a mixture of WT (CD45.1) and LFA-1^−/−^ (CD45.2) BM hematopoietic cells (**Figure 2A**). There was an average peripheral blood CD45.1:CD45.2 ratio of 50:50 4 weeks following reconstitution (data not shown). We next further challenged chimeric mice on three consecutive days with rmIL-33 i.n. and measured the lung ILC2 CD45.1:CD45.2 ratio on day 4 (**Figure 2A** **).** Strikingly, we found that WT (CD45.1) ILC2s represented an average 90% of total lung ILC2s, whereas LFA-1^−/−^ (CD45.2) ILC2s only accounted for 10% of total lung ILC2s (**Figure 2B**). When we normalized the CD45.1:CD45.2 ratio of lung ILC2s to that of the peripheral blood of individual mice, we found a significant shift towards WT ILC2s, suggesting that the expression of LFA-1 on ILC2s is required for their accumulation in the lungs (**Figure 2C**). We next measured the functional requirement of LFA-1 on pulmonary ILC2s for their proliferation (**Figures 2D, E**) and cytokine secretion (**Figures 2F–I**), as both can affect airway inflammation by modulating ILC2 numbers and activation, respectively. Our results suggest that LFA-1 on lung ILC2s does not affect their proliferation, as both WT (CD45.1) and LFA-1^−/−^ (CD45.2) lung ILC2s expressed similar levels of nuclear cell proliferation marker Ki67 (**Figures 2D, E**). Similarly, the expression of LFA-1 on ILC2s did not appear to modulate intracellular IL-5 and IL-13 secretion, as we did not observe differences in the frequencies of WT (CD45.1) or LFA-1^−/−^ (CD45.2) ILC2s expressing these cytokines (**Figures 2F–I**). Together, our results suggest that LFA-1 on ILC2s controls their accumulation in the lungs during inflammation.

**Figure 2:**
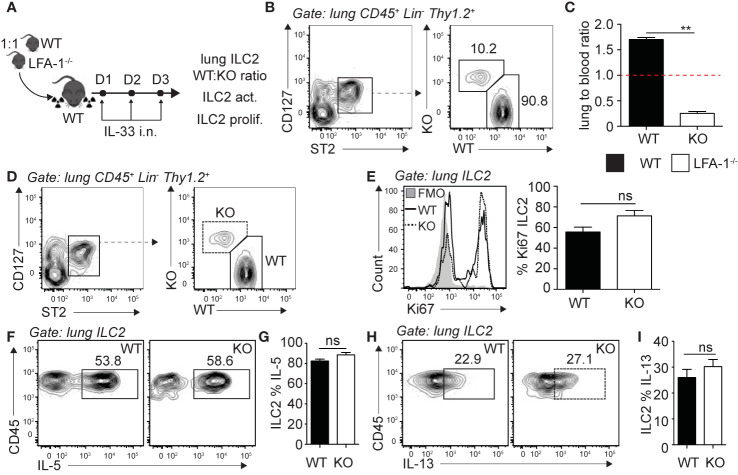
LFA-1 on ILC2s is required for ILC2 accumulation in the lungs. **(A)** 5 × 10^6^ 1:1 mix of WT (CD45.1): LFA-1^−/−^ (CD45.2) bone marrow cells were intravenously injected through the tail-vein to lethally irradiated WT (CD45.1) host mice. 4 weeks after transfer, mice were challenged intranasally on days 1-3 with 0.5 µg rmIL-33. On day 4, lungs were recovered, processed to single cell suspensions and analyzed for the presence of pulmonary ILC2s (CD45^+^ Lin^−^ Thy1.2^+^ ST2^+^ CD127^+^). We further measured the expression of CD45.1 (WT) or CD45.2 (LFA-1^−/−^) within total lung ILC2s by flow cytometry **(B, C)**, as well as the expression of Ki67 as a measure of proliferation **(D, E)** and intracellular IL-5 and IL-13 as a measure of activation **(F–I)** by flow cytometry in both CD45.1 (WT) and CD45.2 (LFA1^−/−^) pulmonary ILC2s. **(B)** Representative flow cytometry plots of total lung ILC2s expressing either CD45.1 (WT) or CD45.2 (LFA-1^−/−^) and **(C)** corresponding quantitation presented as the ratio of CD45.1 (WT) and CD45.2 (LFA-1^−/−^) ILC2s within total lung ILC2s, normalized to the peripheral blood CD45.1:CD45.2 ratio of each individual mice ± SEM. Red dotted line represents the ratio of 1. **(D)** Representative flow cytometry plots of CD45.1^+^ (WT) and CD45.2^+^ (LFA-1^−/−^) expression within total lung ILC2s. **(E)** Representative flow cytometry plots depicting the frequency of Ki67 expression within CD45.1^+^ and CD45.2^+^ lung ILC2 populations and corresponding quantitation presented as the mean frequency of Ki67 expression within CD45.1^+^ and CD45.2^+^ lung ILC2s ± SEM. **(F–I)** After processing to single cell suspension, lung cells were further stimulated with PMA, ionomycin and Brefeldin A for 4 h at 37°C prior staining for intracellular cytokine markers. Representative flow cytometry plots of IL-5 **(F)** and IL-13 **(H)** expression within CD45.1^+^ and CD45.2^+^ lung ILC2 populations and corresponding quantitation **(G, I)** presented as mean frequency of cytokine expression within CD45.1^+^ and CD45.2^+^ lung ILC2s ± SEM. Data are representative of 3 individual experiments with n = 5. **p < 0.005, ns, non-significant.

### ILC2 Expression of LFA-1 Is Not Required for ILC2 Homeostasis in the Lungs

Differences in cell numbers found in inflamed tissues such as the lungs can be the result of multiple factors that include defects in cell development, egress from the bone marrow, proliferation or survival. We therefore next focused on the role of LFA-1 on ILC2 development and lung homeostasis. We first measured the numbers of ILC2s in the bone marrow of WT and LFA-1^−/−^ mice, both at steady state and following intranasal challenge with rmIL-33 (**Figure 3A**). Our results suggest that there is no effect of LFA-1 on ILC2 development, as evidenced by the comparable numbers of BM ILC2s in both WT and LFA-1^−/−^ mice at steady state (**Figure 3B**, left panel, and **Figure 3C**). Importantly, we found that both WT and LFA-1^−/−^ mice harbored similarly decreased numbers of BM ILC2s following challenge with rmIL-33, indicating that ILC2 egressed from the bone marrow independently of LFA-1 (**Figures 3B, C**). In the same cohorts, we next measured the numbers of pulmonary ILC2s (**Figure 3D**). In line with our previous observations in the bone marrow, LFA-1 did not affect ILC2 numbers at steady state in the lungs (**Figures 3E, F**). Remarkably however, a significant increased number of ILC2s accumulated in the lungs in WT compared to LFA-1^−/−^ mice in response to i.n. challenge with rmIL-33 (**Figures 3E, F**). We next measured ILC2 proliferation and survival in LFA-1^−/−^ lung ILC2s, as both can affect total lung ILC2 numbers in the context of inflammation. We therefore challenged WT and LFA-1^−/−^ mice with rmIL-33 i.n. and measured nuclear protein Ki67 expression within lung ILC2s as a measure of proliferation (**Figure 3G**). Similar to our findings shown in **Figure 2E**, LFA-1 did not appear to affect ILC2 proliferation (**Figures 3H, I**). In the same line, we measured the frequencies of Annexin V and DAPI in pulmonary ILC2s as a measure of cell survival and apoptotic rate (**Figure 3G**). There was no significant induction of ILC2 apoptosis in LFA-1^−/−^ ILC2s compared to controls in the inflamed lungs, suggesting that LFA-1 does not affect pulmonary ILC2 survival (**Figures 3J, K**). Together, our findings reveal that LFA-1 does not control ILC2 development or retention in the bone marrow. Furthermore, LFA-1 did not affect ILC2 survival or proliferation in the activated lungs.

**Figure 3:**
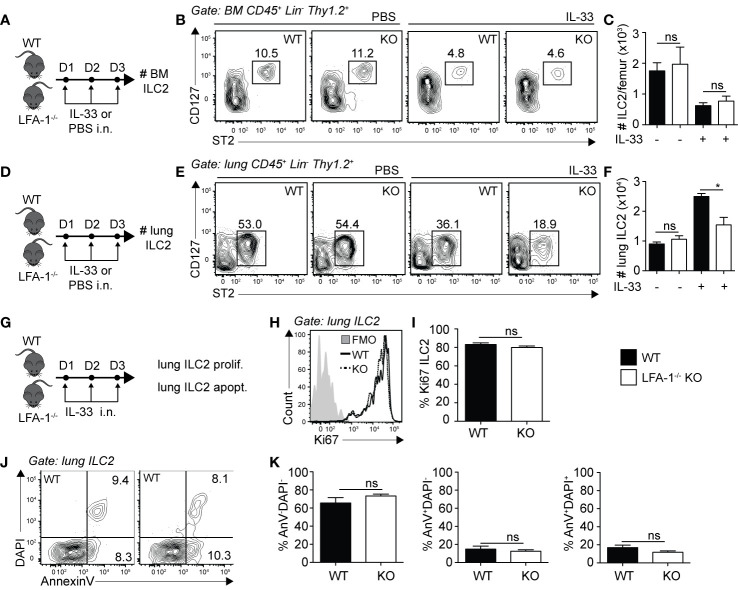
LFA-1 on ILC2s is not required for ILC2 homeostasis in the lungs. **(A, D)** Cohorts of C57BL/6 (WT) and LFA-1^−/−^ mice were challenged intranasally on days 1-3 with either PBS or 0.5 µg rmIL-33. On day 4, lungs were recovered as well as the left femur where bone marrow cells were flushed in PBS. Both tissues were processed to single cell suspensions, and the presence of CD45^+^ Lin^−^ Thy1.2^+^ ST2^+^ CD127^+^ ILC2s was analyzed by flow cytometry in both the bone marrow **(A–C)** and the lungs **(D, E)**. **(B)** Representative flow cytometry plots of PBS-treated (left) and IL-33-treated (right) bone marrow ILC2s in both WT and LFA-1^−/−^ ILC2s. Corresponding quantitation in **(C)** is shown presented as the mean number of bone marrow ILC2s ± SEM. **(E)** Representative flow cytometry plots of PBS-treated (left) and IL-33-treated (right) lung ILC2s in both WT and LFA-1^−/−^ ILC2s. Corresponding quantitation in **(F)** is shown presented as the mean number of lung ILC2s ± SEM. **(G)** Cohorts of C57BL/6 (WT) and LFA-1^−/−^ mice were challenged intranasally on days 1 to 3 with 0.5 µg rmIL-33 and on day 4 lungs were recovered and processed to single cells suspensions. Lung ILC2s were then analyzed for proliferation (%Ki67^+^) **(H, I)** and apoptosis/survival (% AnnexinV^+^ DAPI^+^) **(J, K)** by flow cytometry. **(H)** Representative flow cytometry plots depicting the frequency of Ki67 expression within lung ILC2 populations from WT and LFA-1^−/−^ mice and **(I)** corresponding quantitation presented as mean frequency of Ki67 expression within lung ILC2s ± SEM. **(J)** Representative flow cytometry plots depicting the frequencies of AnnexinV^-^DAPI^−^ (live), AnnexinV^+^DAPI^−^ (early apoptotic) and AnnexinV^+^DAPI^+^ (late apoptotic/necrotic) lung ILC2s from WT and LFA-1^−/−^ mice and **(K)** corresponding quantitation presented as the mean frequencies of AnnexinV^-^DAPI^−^, AnnexinV^+^DAPI^−^ and AnnexinV^+^DAPI^+^ within lung ILC2s ± SEM. Data are representative of three individual experiments with n = 5. *p < 0.05, ns, non-significant.

### LFA-1 on ILC2s Controls ILC2 Homing to the Activated Lungs

We next assessed whether LFA-1 controlled ILC2 infiltration to the lungs by focusing on ILC2 homing to the inflamed lungs. We challenged WT mice with either PBS or rmIL-33 on three consecutive days i.n. and quantified the frequencies of peripheral blood ILC2s on day 4 by flow cytometry (**Figure 4A**). Compared to the controls, we found that the peripheral blood of mice challenged with rmIL-33 harbored on average 10 times more ILC2s, with the frequency of CD45^+^ Lineage^-^ ILC2s increasing from 0.3% to 3.05% (**Figures 4B, C**). An increased proportion of ILC2s is therefore found in the peripheral blood during lung inflammation, likely egressing from the BM and/or tissues including the inflamed lungs. In order to assess the role of LFA-1 in ILC2 homing during inflammation, we next designed adoptive transfer experiments using the CD45.1/CD45.2 mice models, allowing for donor/recipient cells to be distinguished based on their expression of the CD45.1 or CD45.2 isoforms by flow cytometry (**Figure 4D** **).** We therefore challenged separate cohorts of C57BL/6 (WT) and LFA-1^−/−^ (both CD45.2^+^) donor mice with rmIL-33 on days 1-3, and on day 4 FACS-sorted lung activated ILC2s (aILC2s) to a high purity (**Figure 4E**). As a control, we confirmed that sorted aILC2s from LFA-1^−/−^ mice lacked LFA-1 subunit CD18 (**Figure 4E**). Concurrently, we treated cohorts of C57BL/6 CD45.1^+^ recipient mice with rmIL-33 on days 2-4, and on day 4 adoptively transferred FACS-sorted WT or LFA-1^−/−^ aILC2s to the corresponding cohorts. On day 5 and within 24 h, we found that adoptively transferred WT aILC2s (**Figure 4F** ****, center) efficiently infiltrated the lungs as compared to un-injected controls (**Figure 4F**, left**)**. However strikingly, adoptively transferred LFA-1^−/−^ aILC2s significantly failed to home back to the lungs compared to WT controls (**Figures 4F**, right and **G**). Interestingly, WT aILC2s also infiltrated the lungs of naïve mice within 24 h, albeit at a lower level (**Supplementary Figure 3C**). These results therefore suggest that while WT ILC2s efficiently home back to the lungs and contribute to the lung ILC2 pool, the absence of LFA-1 on aILC2s significantly affects their trafficking to the activated lungs.

**Figure 4:**
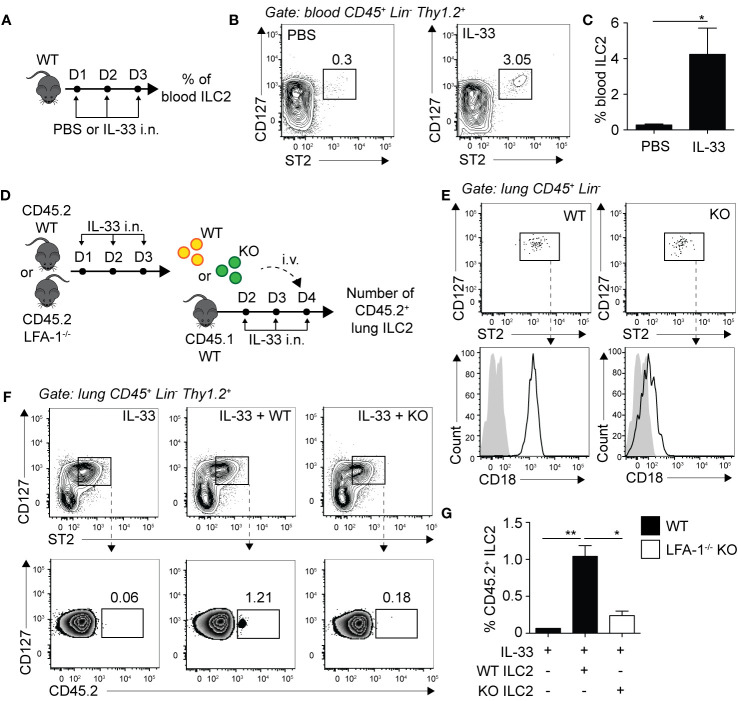
LFA-1 on ILC2s controls ILC2 homing to the activated lungs. **(A)** C57BL/6 mice were challenged intranasally on days 1 to 3 with 0.5 µg rmIL-33 or PBS and on day 4 the frequency of CD45^+^ Lin^−^ Thy1.2^+^ ST2^+^ CD127^+^ ILC2s in the peripheral blood was analyzed by flow cytometry. **(B)** Representative flow cytometry plots of peripheral blood ILC2s and **(C)** corresponding quantitation presented as the mean frequency ± SEM. **(D)** Cohorts of C57BL/6 (CD45.2) and LFA-1^−/−^ (CD45.2) mice were challenged intranasally on days 1, 2, and 3 with 0.5 µg rmIL-33. On day 4, lungs were recovered, processed to single cell suspensions and pulmonary activated ILC2s (aILC2)s were FACS-sorted to a purity of >95%. Concurrently, cohorts of C57BL/6 (CD45.1) host mice were challenged intranasally on days 2, 3 and 4 with 0.5 µg rmIL-33. On day 4, host mice were adoptively transferred with 10 × 10^3^ FACS-sorted CD45.2^+^ aILC2 (WT or LFA-1^−/−^) by tail-vein injection in the corresponding cohorts. On day 5, lungs were recovered, processed to single cell suspensions and analyzed by flow cytometry for the presence of pulmonary CD45.2^+^ ILC2s. **(E)** Flow cytometry analysis of FACS-sorted pulmonary C57BL/6 and LFA-1^−/−^ ILC2s and corresponding expression of LFA-1 subunit CD18 prior tail-vein injection to host mice. **(F)** Representative flow cytometry plots of total pulmonary ILC2s in the corresponding cohorts (upper) and frequencies of CD45.2^+^ adoptively transferred ILC2s within each population (lower). **(G)** Corresponding quantitation presented as the mean frequencies of CD45.2^+^ within total lung ILC2s ± SEM. Data are representative of 3 individual experiments with n = 5–10. *p < 0.05, **p < 0.01.

### ICAM-1 on ILC2s Is Not Required for ILC2 Accumulation in the Lungs

We next sought to investigate the requirement of ILC2 expression of ICAM-1 on ILC2 accumulation in the lungs. Importantly, ICAM-1 is constitutively expressed by various cells and in particular the vasculature, shown in various models to bind to infiltrating cells expressing LFA-1 (27–29). Similar to our approach in **Figure 2**, we generated mixed bone marrow chimera experiments using the WT (CD45.1) and ICAM-1^−/−^ (CD45.2) mice models. There was an average peripheral blood CD45.1:CD45.2 ratio of 60:40 4 weeks following reconstitution (data not shown). We next further challenged chimeric mice on three consecutive days with rmIL-33 i.n. and measured the lung ILC2 CD45.1:CD45.2 ratio on day 4 (**Figure 5A**). When we normalized the CD45.1:CD45.2 ratio of lung ILC2s to that of peripheral blood of each individual mice, our results suggest that ICAM-1^−/−^ ILC2s accumulated as efficiently as WT ILC2s in the lungs, if not better (**Figures 5B, C**). As we did in the context of LFA-1-expressing ILC2s, we next measured the functional requirement of ICAM-1 for ILC2 proliferation (**Figures 5D, E**), and cytokine production (**Figures 5F–I**). Strikingly, we found that ICAM-1^−/−^ ILC2s proliferated at a significantly lower rate compared to controls, as observed by the lower expression of nuclear proliferation marker Ki67 within ICAM-1^−/−^ (CD45.2) lung ILC2s compared to WT controls (CD45.1) (**Figure 5E**). As reported previously, we observed lower IL-5 (**Figures 5F, G**) and IL-13 (**Figures 5H, I**) expression in ICAM-1^−/−^ (CD45.2) ILC2s compared to WT controls (CD45.1), as ICAM-1 appeared to modulate intracellular cytokine secretion within pulmonary ILC2s (19). Together, our results suggest that — unlike in the context of LFA-1 on ILC2s — ICAM-1 on ILC2s does not control their accumulation to the lungs. However, we found a significant effect of ICAM-1 on ILC2 proliferation and activation.

**Figure 5:**
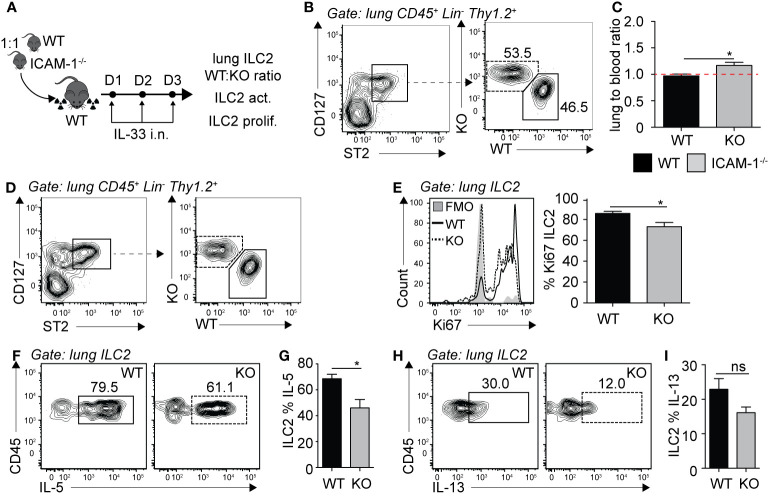
ICAM-1 on ILC2s is not required for ILC2 accumulation in the lungs. **(A)** 5 × 10^6^ 1:1 mix of WT (CD45.1): ICAM-1^−/−^ (CD45.2) bone marrow cells were intravenously injected through the tail-vein to lethally irradiated WT (CD45.1) host mice. 4 weeks after transfer, mice were challenged intranasally on days 1-3 with 0.5 µg rmIL-33. On day 4, lungs were recovered, processed to single cell suspensions and analyzed for the presence of pulmonary ILC2s (CD45^+^ Lin^−^ Thy1.2^+^ ST2^+^ CD127^+^). We further measured the expression of CD45.1 (WT) or CD45.2 (ICAM -1^−/−^) within total lung ILC2s by flow cytometry **(B, C)**, as well as the expression of Ki67 as a measure of proliferation **(D, E)** and intracellular IL-5 and IL-13 as a measure of activation **(F–I)** by flow cytometry in both CD45.1 (WT) and CD45.2 (ICAM-1^−/−^) pulmonary ILC2s. **(B)** Representative flow cytometry plots of total lung ILC2s expressing either CD45.1 (WT) or CD45.2 (ICAM -1^−/−^) and **(C)** corresponding quantitation presented as the ratio of CD45.1 (WT) and CD45.2 (ICAM -1^−/−^) ILC2s within total lung ILC2s, normalized to the peripheral blood CD45.1:CD45.2 ratio of each individual mice ± SEM. Red dotted line represents the ratio of 1. **(D)** Representative flow cytometry plots of CD45.1^+^ (WT) and CD45.2^+^ (ICAM-1^−/−^) expression within total lung ILC2s. **(E)** Representative flow cytometry plots depicting the frequency of Ki67 expression within CD45.1^+^ and CD45.2^+^ lung ILC2 populations and corresponding quantitation presented as mean frequency of Ki67 expression within CD45.1^+^ and CD45.2^+^ lung ILC2s ± SEM. **(F-I)** After processing to single cell suspension, lung cells were further stimulated with PMA, ionomycin and Brefeldin A for 4 h at 37°C prior staining for intracellular cytokine markers. Representative flow cytometry plots of IL-5 **(F)** and IL-13 **(H)** expression within CD45.1^+^ and CD45.2^+^ lung ILC2 populations and corresponding quantitation **(G, I)** presented as mean frequency of cytokine expression within CD45.1^+^ and CD45.2^+^ lung ILC2s ± SEM. Data are representative of 3 individual experiments with n = 5. *p < 0.05, ns, non-significant.

### ICAM-1 on ILC2s Controls ILC2 Effector Functions

Based on our findings in **Figure 5**, we next performed exploratory transcriptomic analysis to assess the role of ICAM-1 and cell intrinsic factors that could potentially contribute to the modulation of AHR in response to IL-33. 

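Group 2 innate lymphoid cells (ILC2s) are lymphocytes without antigen receptors that release type 2 cytokines such as IL-5 and IL-13 when they meet the epithelial cytokine IL-33. RNA sequencing libraries of activated lung ILC2s were analysed here, 2 from WT (C57BL/6) mice and 2 from mice labelled ICAM-1 KO, each a pool of 4 mice that had received 3 intranasal challenges with 0.5 µg rmIL-33 and whose lungs were taken on day 4. Icam1, the gene that the knockout targets, lies on chromosome 9 of mm10 from 21015985 to 21028817 on the plus strand. It had 2579 and 2630 counts in the WT libraries and 2812 and 3453 counts in the libraries labelled ICAM-1 KO. Its normalized count was 84.2 ± 1.32 (SD, n = 2 libraries) in WT and 104 ± 8.77 (SD, n = 2) in the libraries labelled ICAM-1 KO, a log2 fold change of 0.33 (standard error 0.108, adjusted p = 0.0745 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Icam1 RNA was therefore not lower in the libraries labelled ICAM-1 KO, and the genotype behind each direction given for these libraries rests on their labels. By flow cytometry, the paper reports that lung ILC2s of ICAM-1-deficient mice lacked ICAM-1 protein. That staining is reported for cohorts of mice and not for the pools sequenced here. The counts are summed over each gene and do not show which exons of Icam1 the reads covered, and a gene on the other strand, Gm47079, overlaps it.

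The authors aligned the reads with STAR to mm10 with GENCODE M20 annotation and estimated the count of each gene in Partek, where reads that fit more than 1 gene are split between them. The estimated counts of the 22558 genes summed to 27246151 and 28782471 in the WT libraries and to 24796148 and 27458726 in the libraries labelled ICAM-1 KO. The mean was 27070874 counts on genes per library, the depth behind the values here, whereas the paper states an average of 30000000 reads generated per sample. In the authors' normalized table, each value is the count plus 1, multiplied by a single factor per library, which gives every library the same upper quartile of 41.9. These values are the normalized counts given for single genes. For the tests, the estimated counts were rounded to whole numbers, scaled by upper quartile factors and fitted with edgeR. Genes were kept under the paper's own limits, a mean normalized count of at least 1 and a summed normalized count of at least 10. Over the genes kept, log2 CPM values correlated at 0.966 between the WT libraries and at 0.969 between the libraries labelled ICAM-1 KO, against 0.93 to 0.938 between libraries of different labels. With 2 libraries per group each SD rests on 2 values, and pools of mice do not show the spread between animals.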

We therefore challenged cohorts of WT and ICAM-1^−/−^ mice with rmIL-33 on three consecutive days and performed RNA sequencing (RNAseq) analysis on FACS-sorted pulmonary ILC2s on day 4 (**Figure 6A**). Sort purities are shown in **Supplementary Figure 6A**, with used ILC2s >95% pure. 

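An estimated count above 0 was found on 19909 and 20075 genes in the WT libraries and on 21045 and 20701 genes in the libraries labelled ICAM-1 KO. Of the 18324 genes in the authors' normalized table, 13562 had a mean normalized count of at least 1. The summed normalized count of at least 10 left 11711 genes, which were the genes tested. The paper gives more than 13000 transcripts, which the limit on the mean alone reaches and both limits together do not. Their median log2 fold change between the libraries labelled ICAM-1 KO and WT was 0.01. An unadjusted p under 0.05 was found for 3542 of them and an adjusted p under 0.05 for 1612.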

The volcano plot presented in **Figure 6B** represents the >13,000 transcripts detected in the analysis according to their fold change (x axis, logFC) and statisticity (y axis, -log_10_ p-value). 

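With an adjusted p under 0.05 from edgeR's quasi-likelihood test and a fold change of at least 2, 578 genes were higher and 63 genes were lower in the libraries labelled ICAM-1 KO than in WT. The higher genes made up 90.2% of the 641 genes past both thresholds. Among all 11711 genes tested, both libraries of one label lay above both libraries of the other for 6973 genes, which chance alone gives for 33.3% of genes in a comparison of 2 against 2. The counts moved most without a fold-change threshold, where 1030 genes were higher and 582 lower and the higher genes made up 63.9%. Of the other normalizations, filters and tests, the one that moved them most was no filter on low counts, where 22158 genes were tested and 273 were higher and 39 lower, 295 of them shared with the 641. Leaving out each library in turn, between 534 and 555 of the 578 higher genes and between 55 and 59 of the 63 lower genes still differed by at least 2-fold in the same direction, a comparison that carries no test since 1 group then has a single library. Lists of marker genes of other lung cells held 68 of the 641 genes, and 66 of these 68 were higher in the libraries labelled ICAM-1 KO.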

Our data suggest that a total of 455 transcripts were differentially regulated, with 50 downregulated and a remarkable 405 upregulated (**Figure 6B**). The top 50 genes upregulated and downregulated in the absence of ICAM-1 are found in **Supplementary Table 1**. 

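All 100 genes of Supplementary Table 1 were among the genes tested here, and each changed in the direction the table gives. An adjusted p under 0.05 with a change of at least 2-fold was found for the 50 upregulated genes and for 49 of the 50 downregulated ones. The exception, Moxd1, had a log2 fold change of -0.99 with an adjusted p of 0.0169. Without a filter on low counts, 64 of the 100 genes passed both thresholds. The log2 fold changes computed here differed from the paper's reported values by a median of 0.028, and 99 of the 100 by at most 0.5.

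Epx, which encodes eosinophil peroxidase and lies on chromosome 11 of mm10 from 87864000 to 87875536, had 1027 and 739 counts in the WT libraries and 0 in both libraries labelled ICAM-1 KO, at least 287-fold lower against a floor of 3 counts (adjusted p = 0.000416), while of the 4 other eosinophil marker genes tested Prg2 was lower and 3 were higher. Among the lower genes it was followed by Ighv7-1, whose WT libraries held 128 and 1853 counts against 40 and 2, and by Gm6213, Prg2 and Ctse with log2 fold changes of -5.38, -4.06 and -4.02. Of the 5 largest increases, 3 were immunoglobulin variable genes at or under 3 counts in both WT libraries. Ighv1-78 was at least 88.2-fold higher, Ighv1-36 at least 67.9-fold and Igkv6-20 at least 55.4-fold, and the latter had 272 counts in one library labelled ICAM-1 KO and 39 in the other. Reads of immunoglobulin genes can be split between near-identical copies, so these values are uncertain. Gm9765 was at least 57.3-fold higher, and its neighbour Itln1 on chromosome 1 rose from 14 and 4 counts to 416 and 2688 (log2 fold change 7.45, standard error 1.22, adjusted p = 0.00649). On chromosome 1 from 170 to 180 Mb, where both lie, 32.4% of the genes tested had an adjusted p under 0.05. Supplementary Table 1 holds 11 immunoglobulin genes, 8 among the upregulated and 3 among the downregulated. Sftpc, the surfactant protein C gene of alveolar epithelium that Figure 6B names, had 731 and 17 counts in the WT libraries and 7290 and 16847 counts in the libraries labelled ICAM-1 KO. Without a filter on low counts, the adjusted p from edgeR's quasi-likelihood test was 0.0524 for Sftpc, 0.06 for Itln1, 0.134 for Gm9765, 0.167 for Igkv6-20 and 0.146 for Ighv7-1. With edgeR's own filter it was 0.0506 for Gm9765, 0.0702 for Igkv6-20 and 0.0568 for Ighv7-1, and with limma it was 0.0506 for Igkv6-20.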

Notably, we found both *Il9* and *Il13* were amongst the top 50 downregulated genes, confirming that loss of ICAM-1 affects main activation markers of ILC2s. 

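Il9 lies on chromosome 13 of mm10 from 56479277 to 56482246. Its normalized count was 77.2 ± 9.98 (SD, n = 2 libraries) in WT and 25.1 ± 14.2 in the libraries labelled ICAM-1 KO, a log2 fold change of -1.58 (standard error 0.299, adjusted p = 0.0115 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The libraries labelled ICAM-1 KO were far apart, at 15 and 35.2, but both lay below the WT libraries at 84.3 and 70.2, and with each library left out in turn the log2 fold change ranged from -2.35 to -1.1. Without a filter on low counts, the adjusted p for Il9 was 0.073. Il13, on chromosome 11 from 53631324 to 53634702, fell from 33.4 ± 2.56 to 12 ± 1.32 normalized counts, a log2 fold change of -1.45 (standard error 0.188, adjusted p = 0.00247 from the same test). Ordered by log2 fold change among the 63 lower genes, Il9 was number 28 and Il13 number 39.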

To further assess the effect of ICAM-1 on cytokine and chemokine production, we applied a general cytokine/chemokine filter to our analysis (**Figure 6C**). In line with our previous findings, we found that ILC2 pro-inflammatory markers *Il5*, *Il9, Il13*, and *Csf2* were downregulated in ICAM-1^−/−^ ILC2s (**Figure 6C**). However remarkably, we observed a number of transcripts that were induced in the absence of ICAM-1, suggesting that lack of ICAM-1 may not only decrease pro-inflammatory cytokines in ILC2s. 

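Il5 was counted far more often than Il9 and Il13. On chromosome 11 of mm10 from 53720794 to 53725106, it fell from a normalized count of 1145 ± 151 (SD, n = 2 libraries) in WT to 662 ± 8.72 in the libraries labelled ICAM-1 KO, a log2 fold change of -0.76 (standard error 0.101, adjusted p = 0.00274 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Csf2, which encodes GM-CSF and lies on the same chromosome from 54247271 to 54249667, fell from 370 ± 69.6 to 244 ± 37.8 (log2 fold change -0.57, standard error 0.146, adjusted p = 0.0352). Both changes were smaller than 2-fold. The log2 fold change of Csf2 ranged from -0.75 to -0.36 with each library left out in turn, and that of Il5 from -0.89 to -0.62. For Csf2, the adjusted p was 0.112 without a filter on low counts and 0.051 with the older form of edgeR's test. A gene on the other strand overlaps each of Il5 and Csf2. A list of 17 genes typical of ILC2s had a median log2 fold change of -0.06 between the same libraries, with 8 genes higher and 9 lower.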

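A filter for interleukins, chemokines and related cytokines, chosen by gene symbol, retained 51 of the genes tested here. Of these, 25 had a positive and 26 a negative log2 fold change in the libraries labelled ICAM-1 KO against WT. An adjusted p under 0.05 was found for 11 of the higher and 9 of the lower genes when adjusted over all genes tested, and for 13 and 11 when adjusted over the 51 genes alone. A change of at least 2-fold was reached by 6 of the 11 higher and 2 of the 9 lower genes. All 13 cytokines and chemokines with an adjusted p in the legend of Figure 6C changed in the direction the paper plots, with an adjusted p under 0.05. This number was 7 without a filter on low counts. From the transcripts that were induced in the absence of ICAM-1, the paper proposes that its absence may not only decrease pro-inflammatory cytokines in ILC2s.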

Interestingly, we found that *Il10* was the most upregulated interleukin in ILC2s lacking ICAM-1, and further found that *Il16*, *Ccl6*, *Ccl9* and *Cxcl15* were also upregulated (**Figure 6C**). 

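Il10 lies on chromosome 1 of mm10 from 131019845 to 131024974. It was rare in both groups, with 76 and 78 counts in the WT libraries and 188 and 178 counts in the libraries labelled ICAM-1 KO. Its normalized count rose from 2.52 ± 0.0286 (SD, n = 2 libraries) in WT to 6.56 and 5.7 in the libraries labelled ICAM-1 KO, a log2 fold change of 1.31 (standard error 0.358, adjusted p = 0.0421 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p was 0.0957 without a filter on low counts, 0.0645 with edgeR's own filter, 0.0544 with the older form of edgeR's test and 0.0523 with a filter on the mean normalized count alone, which was chosen after seeing the data. Il10 had the second largest log2 fold change of the 12 interleukins tested, after Il33, which had 27 and 10 counts in WT and 201 and 332 counts in the libraries labelled ICAM-1 KO (log2 fold change 3.9, adjusted p = 0.00324). Foxp3, a transcription factor of regulatory T cells, had 1282 and 1703 counts in WT and 4528 and 5674 counts in the libraries labelled ICAM-1 KO.

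Il16 rose from 53.3 ± 6.03 to 78.9 ± 1.22 normalized counts (log2 fold change 0.59, adjusted p = 0.0152), with an adjusted p of 0.0827 without a filter on low counts. Ccl6 and Ccl9, neighbouring chemokine genes on chromosome 11 between 83572919 and 83593087, had log2 fold changes of 0.84 (adjusted p = 0.00563) and 0.79 (adjusted p = 0.00705). Cxcl15, on chromosome 5 from 90794534 to 90803067, rose from 22 and 17 counts to 314 and 532 counts, a log2 fold change of 4.49 (standard error 0.489, adjusted p = 0.00131). In the same libraries, marker genes of alveolar epithelium had a median log2 fold change of 1.05, and those of macrophages and monocytes had one of 1.17. A gene on the other strand overlaps each of Il16 and Ccl6.

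**Figure D1:**
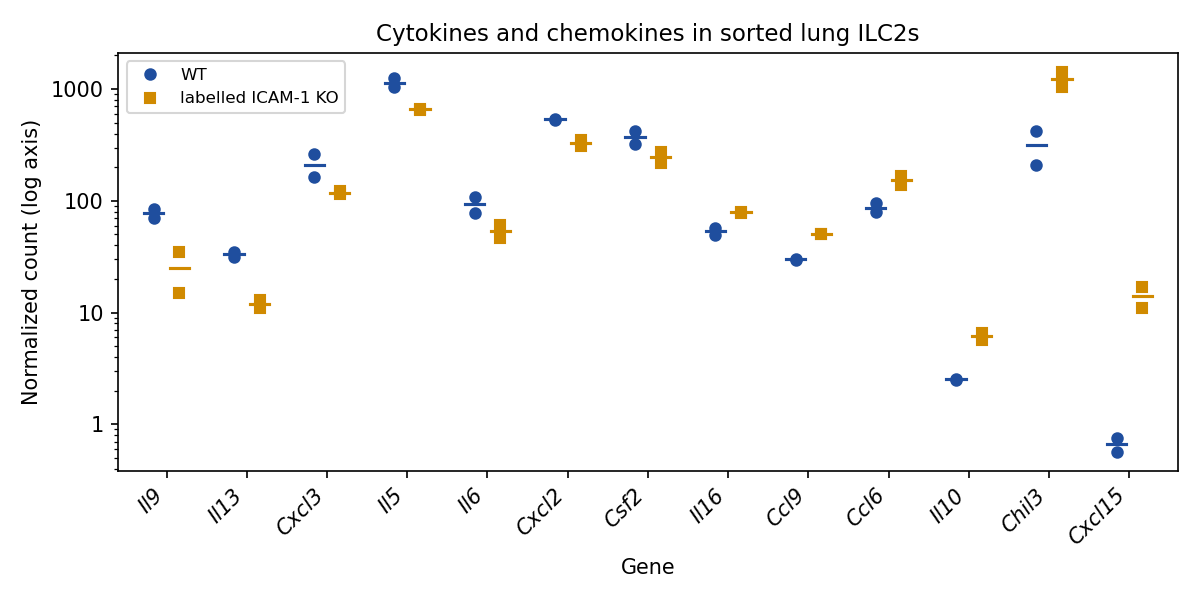
Normalized counts on a log axis for the 13 cytokines and chemokines of Figure 6C, ordered by log2 fold change, in the 2 WT libraries (circles) and the 2 libraries labelled ICAM-1 KO (squares), with a line at each mean. For each of the 13 genes the libraries of the 2 labels do not overlap, and the normalized counts range from 0.57 for Cxcl15 in WT to 1423 for Chil3 in a library labelled ICAM-1 KO.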

IL-10-producing ILC2s (ILC2_10_) were described by several groups in multiple settings (26, 30, 31). Furthermore in the context of asthma, we recently found that IL-10-producing ILC2s significantly dampened AHR and lung inflammation, together providing evidence of their regulatory role in the inflamed lungs (32). 

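The transcription factor genes Id3, Foxf1, Klf2 and Prdm1 each had a higher count in both libraries labelled ICAM-1 KO than in either WT library. Id3, on chromosome 4 of mm10 from 136143497 to 136145755, rose from a normalized count of 12.3 ± 0.387 (SD, n = 2 libraries) in WT to 31.3 ± 2.97, a log2 fold change of 1.37 (standard error 0.186, adjusted p = 0.00298 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the only one of the 4 that reached 2-fold. Foxf1, on chromosome 8 from 121084386 to 121088144, rose from 20 ± 7.34 to 36 ± 1.31 (log2 fold change 0.87, standard error 0.229, adjusted p = 0.0376). Its log2 fold change ranged from 0.54 to 1.31 with each library left out in turn. A gene on the same strand, Gm20388, overlaps Foxf1, so its count is uncertain. For Foxf1 the adjusted p was 0.134 without a filter on low counts, 0.059 with edgeR's own filter and 0.0528 with the older form of edgeR's test. Klf2, on chromosome 8 from 72319033 to 72321656, rose from 49.5 ± 3.09 to 85.5 ± 12.5 (log2 fold change 0.82, adjusted p = 0.00705). Prdm1, on chromosome 10 from 44437177 to 44528501, rose from 31.8 ± 6.42 to 55.6 ± 0.0395 (log2 fold change 0.83, adjusted p = 0.0116). Without a filter on low counts the adjusted p was 0.053 for Klf2 and 0.0656 for Prdm1. Marker genes of endothelium had a median log2 fold change of 1.63 in the same libraries, and 24 of 26 were higher with an adjusted p under 0.05.

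**Figure D2:**
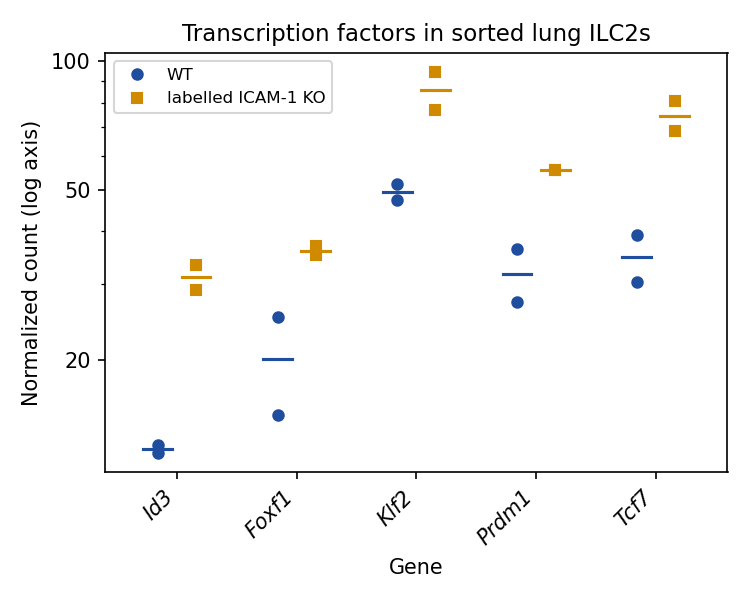
Normalized counts on a log axis for Id3, Foxf1, Klf2, Prdm1 and Tcf7 in the 2 WT libraries (circles) and the 2 libraries labelled ICAM-1 KO (squares), with a line at each mean. The Foxf1 counts in WT, 14.8 and 25.2, are farther apart than those in the libraries labelled ICAM-1 KO, 36.9 and 35.1.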

In light of these findings, we found that signature transcription factors recently found to be induced in IL-10-producing ILC2s were similarly induced in ICAM-1^−/−^ ILC2s, namely *Id3*, *Foxf1*, *Klf2* (26), and *Prdm1* (32) (**Figure 6D**). We therefore next sought to confirm the expression of *Il10* at the protein level in activated lung ILC2s of WT and ICAM-1^−/−^ mice (**Figure 6E**). In line with our transcriptomic analysis, we found that ICAM-1^−/−^ activated lung ILC2s significantly upregulated by 3-fold the capacity of IL-10-production by pulmonary ILC2s upon *in vitro* PMA/ionomycin stimulation (**Figures 6F, G**). To further examine the effects of ICAM-1 on lung ILC2s, we next cultured WT activated ILC2s with a monoclonal anti-ICAM-1 blocking antibody *in vitro* and measured cytokine secretion in the culture supernatants after 48 h (**Figure 6H**). In confirmation of our previous findings, we first found that anti-ICAM-1 treatment downregulated IL-5 and IL-13 secretion by ILC2s (**Figure 6I**), while it remarkably upregulated the secretion of IL-10 (**Figure 6J**). Importantly, we made similar observations using ILC2s isolated from Rag^−/−^ mice that lack both T- and B-cells (**Supplementary Figures 6C, D**). Together, our preliminary results therefore confirm that ICAM-1 affects lung ILC2 effector functions in general. While it remarkably downregulated pro-inflammatory cytokines such as *Il5*, *Il9*, *Il13*, and *Csf2*, it however also notably upregulated other markers including *Il10* — recently described in IL-10-producing ILC2s — and opens new avenues for future investigations in the field.

**Figure 6:**
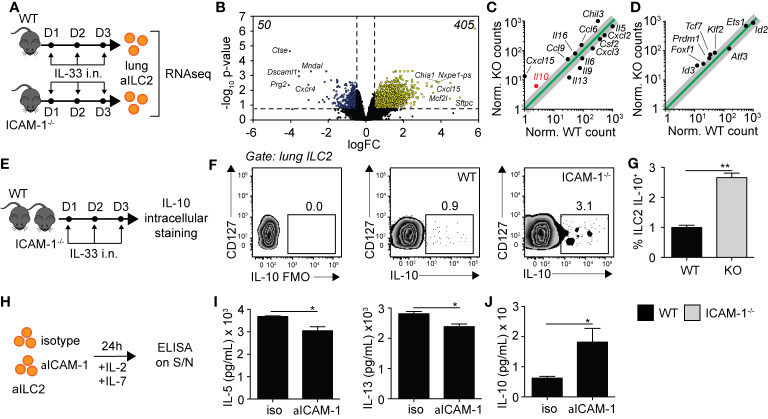
ICAM-1 on ILC2s controls ILC2 effector functions. **(A)** Cohorts of C57BL/6 (WT) and ICAM-1^−/−^ mice were challenged intranasally on days 1 to 3 with 0.5 µg rmIL-33. On day 4, lungs were recovered, processed to single cell suspensions, and pulmonary activated ILC2s (gated as CD45^+^ Lin^−^ ST2^+^ CD127^+^) were FACS-sorted to a purity of >95%. Sorted lung activated ILC2s (aILC2s) were directly lysed to perform RNAseq analysis. Shown in **(B–D)** are the results from a 2 vs 2 comparison, with each sample being a lung aILC2 pool of 4 mice. **(B)** Volcano plot comparison depicting the expression of >13,000 transcripts detected in WT and ICAM-1^−/−^ lung aILC2s by the analysis. Differentially downregulated or upregulated genes (adj. p < 0.05 and 2-fold change cutoff) are presented in blue and yellow, respectively, with their respective numbers indicated in both upper corners of the plot. **(C, D)** Linear plot comparisons of WT and ICAM-1^−/−^ lung ILC2s depicting the expression of **(C)** cytokines and chemokines and **(D)** IL-10-producing ILC2 transcription factors based on a previous publication (26). Adjusted p-values: *Il10* = 0.048, *Cxcl15* = 0.002, *Il13* = 0.005, *Il9* = 0.024, *Il6* = 0.049, *Il5* = 0.004, *Csf2* = 0.049, *Cxcl2* = 0.004, *Cxcl3* = 0.048, *Il16* = 0.035, *Ccl6* = 0.015, *Ccl9* = 0.017, *Chil3* = 0.008, *Foxf1* = 0.049, *Id3* = 0.006, *Klf2* = 0.018, Prdm1 = 0.026, and Tcf7 = 0.010. **(E)** Cohorts of C57BL/6 (WT) and ICAM-1^−/−^ mice were challenged intranasally on days 1-3 with 0.5µg rmIL-33. On day 4, lungs were recovered and processed to single cell suspensions. After processing, lung cells were further stimulated with PMA, ionomycin and Brefeldin A for 4 h at 37°C prior staining for IL-10 intracellular cytokine marker. **(F)** Representative flow cytometry plots of intracellular IL-10 expression within total lung ILC2s of WT and LFA-1^−/−^ (gated as CD45^+^ Lin^−^ Thy1.2^+^ ST2^+^ CD127^+^) and **(G)** corresponding quantitation presented as mean frequency of IL-10–producing lung ILC2s in each cohort ± SEM. FMO: Full Minus One staining control. **(H)** BALB/cByJ mice were challenged intranasally on days 1 to 3 with 0.5 µg rmIL-33. On day 4, lungs were recovered, processed to single cell suspensions, and pulmonary activated ILC2s (gated as CD45^+^ Lin^−^ ST2^+^ CD127^+^) were FACS-sorted to a purity of >95%. Sorted lung aILC2s were then cultured *in vitro* (50 × 10^4^/ml) for 48 h with rmIL-2 (10 ng/ml), rmIL-7 (10 ng/ml) with or without anti-ICAM-1 (10 µg/ml). Culture supernatants were recovered for cytokine analysis by ELISA. **(I)** Levels of IL-5 and IL-13 in culture supernatants measured by ELISA. **(J)** Levels of IL-10 in culture supernatants measured by ELISA. Data are representative of 3 individual experiments with n = 5 except for RNAseq. *p < 0.05, **p < 0.005.

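Il6, Cxcl2 and Cxcl3 were lower and Tcf7 was higher in both libraries labelled ICAM-1 KO than in either WT library. Il6 fell from a normalized count of 93 ± 22.7 (SD, n = 2 libraries) to 53.9 ± 10.3, a log2 fold change of -0.76 (adjusted p = 0.0307 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cxcl3 fell from 211 ± 69 to 118 ± 4.82 (log2 fold change -0.81, adjusted p = 0.0238). With each library left out in turn, the log2 fold change ranged from -0.99 to -0.49 for Il6 and from -1.11 to -0.43 for Cxcl3. Without a filter on low counts the adjusted p was 0.105 for Il6 and 0.0995 for Cxcl3. Cxcl2 fell from 536 ± 9.55 to 330 ± 24.7 (log2 fold change -0.67, adjusted p = 0.00274). Tcf7, whose gene overlaps Gm26551 on the same strand, rose from 34.7 ± 6.19 to 74.5 ± 8.46 (log2 fold change 1.13, adjusted p = 0.0029). Of the other transcription factors plotted in Figure 6D, Id2 fell from 1352 ± 16.7 to 902 ± 84.9 (log2 fold change -0.56, adjusted p = 0.00743) and Ets1 rose from 572 ± 22.7 to 703 ± 35 (log2 fold change 0.32, adjusted p = 0.0344), with an adjusted p of 0.0885 for Ets1 without a filter on low counts and 0.0523 with edgeR's own filter. Atf3 was lower in both libraries labelled ICAM-1 KO, at 113 and 126, than in both WT libraries, at 170 and 134, but did not pass the threshold (log2 fold change -0.32, unadjusted p = 0.0335, adjusted p = 0.128 from the same test).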

## Discussion

In this study, we demonstrate that ILC2 expression of adhesion molecules LFA-1 and ICAM-1 play crucial roles in the development of IL-33-induced asthma symptoms, albeit at different levels. We found that expression by ILC2s of LFA-1 — but not ICAM-1 — is required for ILC2 trafficking to the lungs during inflammation. Additionally, blocking ICAM-1 on ILC2s reduced pro-inflammatory cytokine secretion and remarkably induced cytokines including IL-10. Together, our findings suggest that modulation of the LFA-1/ICAM-1 molecular pair on ILC2s may represent a promising and unappreciated novel therapeutic strategy regulating trafficking and cytokine production in the context of ILC2-dependent asthma.

LFA-1 is a crucial integrin involved in immune cell trafficking, as adhesion to ligand ICAM-1 facilitates firm adhesion to endothelium and prolonged contact with antigen presenting cells. Neutrophil expression of LFA-1 has been known for a long time to be involved in adherence and migration to inflamed tissues (27). This effect is however not restricted to innate cells, as it is now well appreciated that both T and B cells rely on LFA-1 for extravasation to lymph nodes and tissues (28, 29). Following IL-33 i.n. challenge, mice with constitutive lack of LFA-1 develop attenuated AHR associated with decreased accumulation of lung ILC2s as compared to controls. We found that both naïve and IL-33-activated lung ILC2s express high levels of LFA-1 subunits CD18 and CD11a, and our chimeric mice experiments importantly demonstrate that this expression of LFA-1 on ILC2s is specifically required for accumulation in the lungs. In confirmation of our findings, LFA-1 blockade using monoclonal antibodies against b2 integrin CD18 — known to dimerize with alpha subunits CD11a, CD11b, CD11c, or CD11d (12) — suggests that LFA-1 expression in mice is required for ILC2 accumulation in the lungs in the model of *Alternaria*-induced airway inflammation, although the localization of the targeted CD18 was not determined (10).

LFA-1 did not alter lung ILC2 numbers at steady state, nor did it affect ILC2 proliferation or survival in the lungs following IL-33 i.n. challenge, together suggesting that the difference in lung ILC2s observed is independent of ILC2 homeostasis. Little is known about the mechanisms underlying ILC2 infiltration in the airways upon inflammation. Our data however demonstrate that ILC2s are found in the peripheral blood following IL-33 i.n. stimulation. Interestingly, a previous report suggests that ILC2s in the lungs following *Alternaria* challenge are migrating from the bone marrow during inflammation (10). In support of this finding, we found that the bone marrow of mice challenged with IL-33 intranasally decreased compared to naïve mice, suggesting that ILC2s may egress from the bone marrow to the peripheral blood following intranasal stimulation with IL-33. However, further studies are required to better characterize this process, in particular how blood ILC2s contribute to lung pathogenesis. Interestingly, ILC2s found in the peripheral blood can also originate from the lungs themselves or other tissues such as the lamina propria as described previously (8). By focusing on the homing of activated ILC2s to the lungs, we found that the expression of LFA-1 by ILC2s was required for their infiltration to the lungs. In support of our findings, several reports show that adoptive transfer of activated lung ILC2s in Rag^−/−^ Il2rg^−/−^ alymphoid mice followed by three consecutive days of IL-33 intranasal challenge induces a potent ILC2-dependent airway inflammation and associated airway hyperreactivity (18–20). Our results therefore suggest that ILC2 infiltration to the lungs during inflammation — *via* ILC2 expression of LFA-1 — may contribute to the lung ILC2 pool and resulting ILC2-induced airway inflammation.

Although LFA-1 is widely known as a trafficking molecule, it was previously reported that LFA-1 on CD8^+^ T-cells is required for their retention in the mouse lungs (33). Our results do not exclude the contribution of LFA-1 in ILC2 retention in the lungs, as further studies are required to better characterize this process in the context of airway inflammation. Furthermore in the adipose tissue, it was recently demonstrated that a stromal cell niche expressing ICAM-1 is providing proliferation and activation signals to LFA-1-expressing ILC2s (34). Although lung adventitial stromal cells could provide such signals in the lungs (35), we did not observe a role for LFA-1 in ILC2 activation nor proliferation using our approach.

In the context of IL-33-induced asthma, we found that mice lacking ICAM-1 developed lower AHR and lung inflammation, and confirmed our results using a clinically proven anti-ICAM-1 blocking antibody in Rag^−/−^ mice (**Supplementary Figure 4**). Anti-ICAM-1-treated mice showed lower lung ILC2s, lower BAL eosinophilia associated with a decrease in ILC2-dependent IL-5 and IL-13 expression compared to controls. Although we found that ILC2s expressed ICAM-1, our chimeric mice experiment surprisingly revealed that ILC2 expression of ICAM-1 did not affect ILC2 accumulation in the lungs upon inflammation. However as reported previously, we found that the lack of ICAM-1 specifically on ILC2s resulted in a decrease of pro-inflammatory cytokines as well as proliferation, together further affecting lung inflammation and development of AHR (19). In support of our findings, Lei et al. in this study importantly show that ICAM-1 controls ILC2 activation, although they did not directly assess the requirement of ICAM-1 for ILC2 trafficking. Interestingly, we found that ICAM-1 was induced on ILC2s as early as 2 h following IL-33 challenge *in vitro*, as opposed to ICAM-2 which was highly expressed on ILC2s in both naïve and activated contexts. However, blocking ICAM-2 *in vivo* during IL-33-induced airway inflammation did not affect either the numbers of pulmonary ILC2s or BAL eosinophilia, suggesting that ICAM-2 — either on ILC2s or other cells — does not affect ILC2 accumulation in the lungs, at least sufficiently. In line with our observations, ICAM-1 on neutrophils was recently shown to affect neutrophil effector functions such as phagocytosis, but did not play a role in transmigration to inflamed tissues (36). In addition, human immature monocyte-derived dendritic cells treated with an ICAM-1 blocking antibody were shown to downregulate MHCI, MHCII, CD80, CD86 expression and cytokine secretion in response to LPS, suggesting that ICAM-1 on dendritic cells is required for efficient maturation and activation (37). Our results therefore rule out a role for ICAM-1 on ILC2s for their trafficking to the lungs but confirm ICAM-1 as a regulator of immune cell activation. It is important to note that soluble ICAM-1 (sICAM-1) in the sera is linked with asthma severity, suggesting that ICAM-1 may represent an adequate target for the treatment of the disease (38).

Our exploratory transcriptomic analysis confirmed previous reports that ICAM-1 controls pro-inflammatory cytokines (19). In addition, it showed that ICAM-1 may also negatively regulate the expression of chemokines/cytokines in ILC2s such as *Il16*, *Cxcl15*, *Ccl6*, and *Ccl9* in ILC2, which would all warrant further investigations. Remarkably, we found that *Il10* is the most upregulated interleukin in ICAM-1^−/−^ activated ILC2s, as we further confirmed our findings at the protein level as well as using a clinically proven anti-ICAM-1 blocking antibody *in vitro*. Interestingly, *Cxcl15* and *Chil3* were recently shown to be expressed by the pulmonary ILC2_10_ subset, as we further observed in ICAM-1^−/−^ ILC2s the expression of transcription factors upregulated in this population (26, 32). 

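Chil3, which encodes a chitinase-like protein and lies on chromosome 3 of mm10 from 106147554 to 106167564, had 6391 and 13351 counts in the WT libraries and 30313 and 44679 counts in the libraries labelled ICAM-1 KO. The log2 fold change was 1.99 (standard error 0.277, adjusted p = 0.00324 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with each library left out in turn it ranged from 1.58 to 2.58. In the same libraries, 14 of 17 marker genes of macrophages and monocytes were higher with an adjusted p under 0.05.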

Although known producers of type 2 cytokines, it was recently demonstrated that ILC2s acquire the capacity to secrete cytokines not typically associated with their Th2 inflammatory phenotype. They were shown to produce IL-17 in a papain model of asthma (39), but more interestingly IL-10 and TGF-β in different models of asthma (26, 31, 40). IL-10 is a cytokine produced by T-regulatory cells, macrophages, and additional immune subtypes that is known for its anti-inflammatory properties (41). IL-10-producing ILC2s were described as anti-inflammatory, showing a specific transcription factors signature, but the exact mechanisms underlying their complex generation and control remains largely unknown (26). Interestingly, it was recently reported that intestinal ILC2s produce IL-10 at steady state, with IL-2, IL-4, IL-27, IL-10, and neuromedin U (NMU) enhancing IL-10 production in activated intestinal ILC2s (30). Importantly in the context of asthma, we recently found that IL-10–producing ILC2s significantly dampened AHR and lung inflammation, together providing evidence of their regulatory role in the inflamed lungs (32). Together, these findings suggest that IL-10-producing ILC2s are emerging as important players in the modulation of tissue inflammation, including the lungs. ICAM-1 may therefore represent a novel approach in the control of IL-10 production within ILC2s, as our findings pave the way for future investigations in the field. In support of our findings, it was previously reported that the engagement of ICAM-1 suppresses IL-10 production by human CD4^+^ T-cells (42). In this study, co-stimulation of ICAM-1 on activated CD4^+^ T-cells (but not CD8^+^ T-cells) *in vitro* increased IL-2 production, while remarkably inhibiting that of IL-10.

IL-10-producing ILC2s were described by several groups before and the production of IL-5 and IL-13 was always maintained in these cells (26, 30, 31, 40). Although the proportion of ILC2s producing IL-10 is low compared to that of IL-5 and IL-13, we believe that IL-10-producing ILC2s can contribute to the lung physiology. In support of our claim, a recent report showed that blocking TNF signaling in CD4^+^ T cells induced low but physiologically relevant levels of IL-10 as compared to Th1 signature cytokines, suggesting that TNF signaling similarly controls IL-10 secretion within CD4^+^ T-cells (43). Moreover, the induction of the same population of IL-10-producing ILC2s by Retinoic Acid at physiological levels made a similar significant impact on the phenotype (31). Although further studies are required to translate our findings to humans, it was recently reported that human ILC2s express ICAM-1 (19).

In conclusion, modulation of LFA-1 and/or ICAM-1 represents a promising and unappreciated novel therapeutic strategy regulating trafficking and cytokine production respectively in ILC2-dependent asthma.

## Data Availability Statement

The datasets generated for this study can be found in the GEO repository, GSE158652.

## Ethics Statement

The animal study was reviewed and approved by USC institutional Animal Care and Use Committee (IACUC).

## Author Contributions

BH designed, performed, and analyzed all experiments and wrote the manuscript. LG-T, PS-J, EH, DH, and JP performed experiments and animal husbandry for experiments. OA supervised, designed the experiments, interpreted the data, and finalized the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

BH is supported by the Swiss National Science Foundation early postdoctoral mobility grant 181286. This article was financially supported by NIH Public Health Service grants R01 ES025786, R01 ES021801, R01 HL144790, R21 AI109059, and R01 HL151493 (OA).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be constructed as a potential conflict of interest.

# Supplementary material for: Distinct Roles of LFA-1 and ICAM-1 on ILC2s Control Lung Infiltration, Effector Functions, and Development of Airway Hyperreactivity
**Source:** Front Immunol. 2020 Oct 30;11:542818. doi: 10.3389/fimmu.2020.542818
**Supplement:** Supplementary file 1

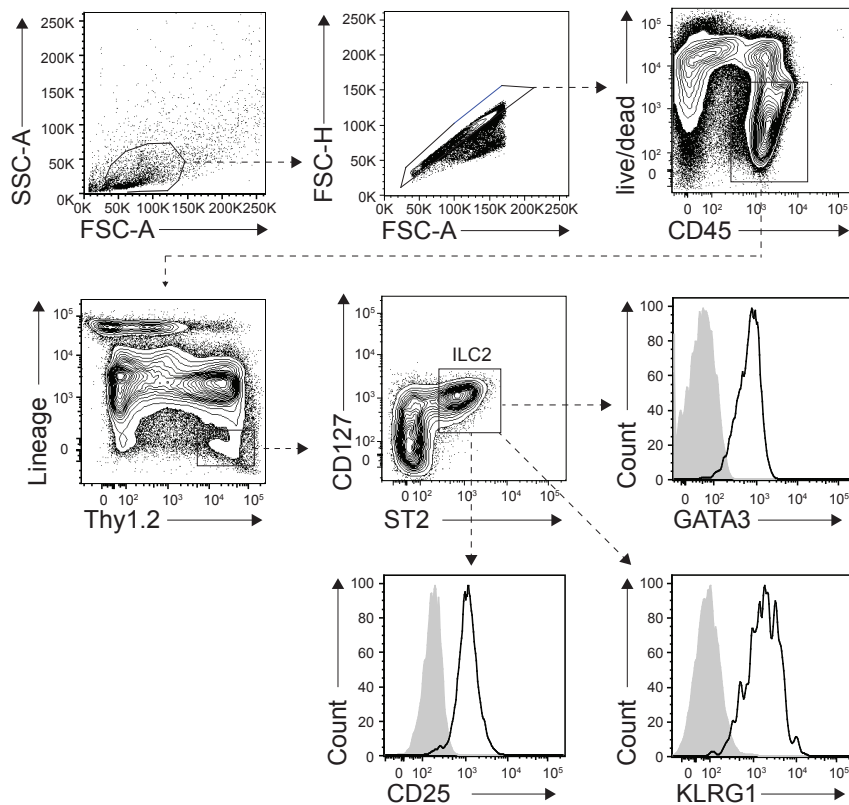

**Supplementary Figure 1. Murine ILC2 gating strategy.**

Representative flow cytometry plots for murine lung activated ILC2s. We first gated on lymphocytes and excluded cell doublets. We then gated on live CD45<sup>+</sup> cells and assessed ILC2s as Thy1.2<sup>+</sup>, lineage (CD3 $\epsilon$ , CD4, CD5, CD45R, Gr-1, CD11c, CD11b, Ter119, TCR $\gamma\delta$ , TCR $\beta$  and FC $\epsilon$ RI $\alpha$ ) negative, ST2<sup>+</sup> and CD127<sup>+</sup> cells. Furthermore, ILC2s are CD25<sup>+</sup> and KLRG1<sup>+</sup>, and express transcription factor GATA3. Gray solid histograms represent Full Minus One (FMO) staining controls.

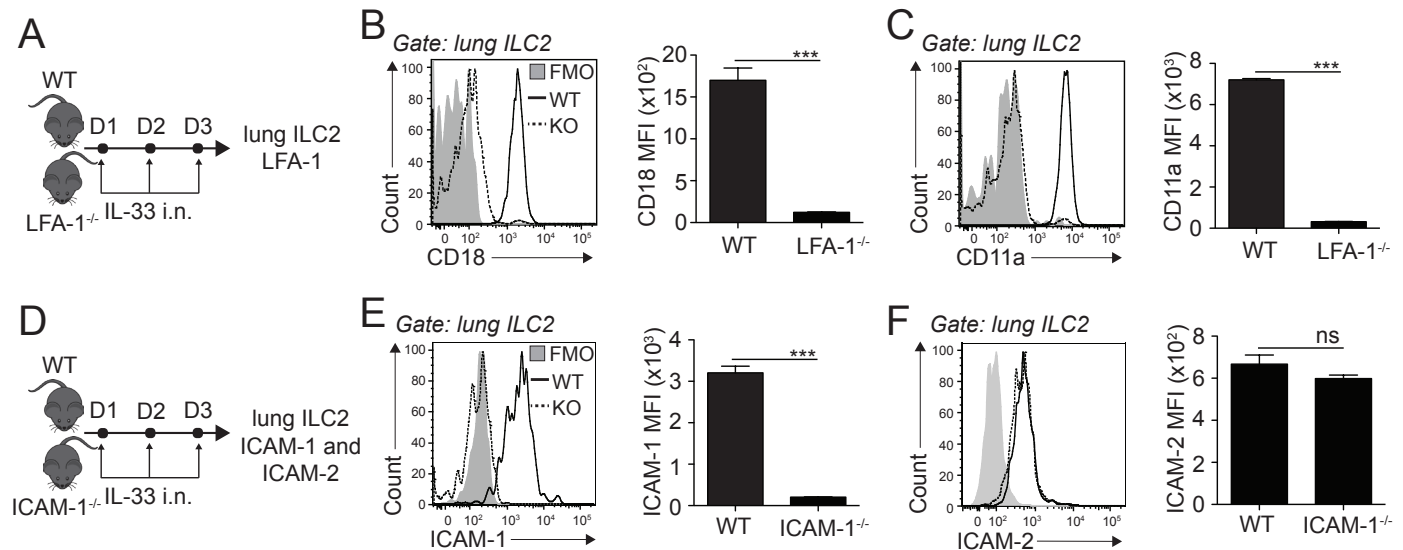

## Supplementary Figure 2. LFA-1<sup>-/-</sup> and ICAM-1<sup>-/-</sup> mice models and expression of ICAM-2 in ICAM-1<sup>-/-</sup> mice

**(A-C)** Cohorts of C57BL/6 (WT) or LFA-1<sup>-/-</sup> mice were challenged intranasally on days 1-3 with 0.5µg rmlL-33 and on day 4 lungs were recovered, processed to single cell suspensions and the expression of CD18 and CD11a on pulmonary CD45<sup>+</sup> Lin<sup>-</sup> Thy1.2<sup>+</sup> ST2<sup>+</sup> CD127<sup>+</sup> ILC2s was analyzed by flow cytometry.

**(B and C)** Representative flow cytometry plots of **(B)** CD18 and **(C)** CD11a expression on pulmonary ILC2s and corresponding quantitation presented as mean fluorescent intensity (MFI) +/- SEM. Black line: Corresponding marker, Solid Gray: Full Minus One (FMO) staining control.

**(D-F)** Cohorts of C57BL/6 (WT) or ICAM-1<sup>-/-</sup> mice were challenged intranasally on days 1-3 with 0.5µg rmlL-33 and on day 4 lungs were recovered, processed to single cell suspensions and the expression of ICAM-1 and ICAM-2 on pulmonary CD45<sup>+</sup> Lin<sup>-</sup> Thy1.2<sup>+</sup> ST2<sup>+</sup> CD127<sup>+</sup> ILC2s was analyzed by flow cytometry.

**(E and F)** Representative flow cytometry plots of **(E)** ICAM-1 and **(F)** ICAM-2 expression on pulmonary ILC2s and corresponding quantitation presented as mean fluorescent intensity (MFI) +/- SEM. Black line: Corresponding marker, Solid Gray: Full Minus One (FMO) staining control.

Data are representative of 2 individual experiments with  $n=5$ . \*\*\*  $p<0.001$ , ns: non-significant.

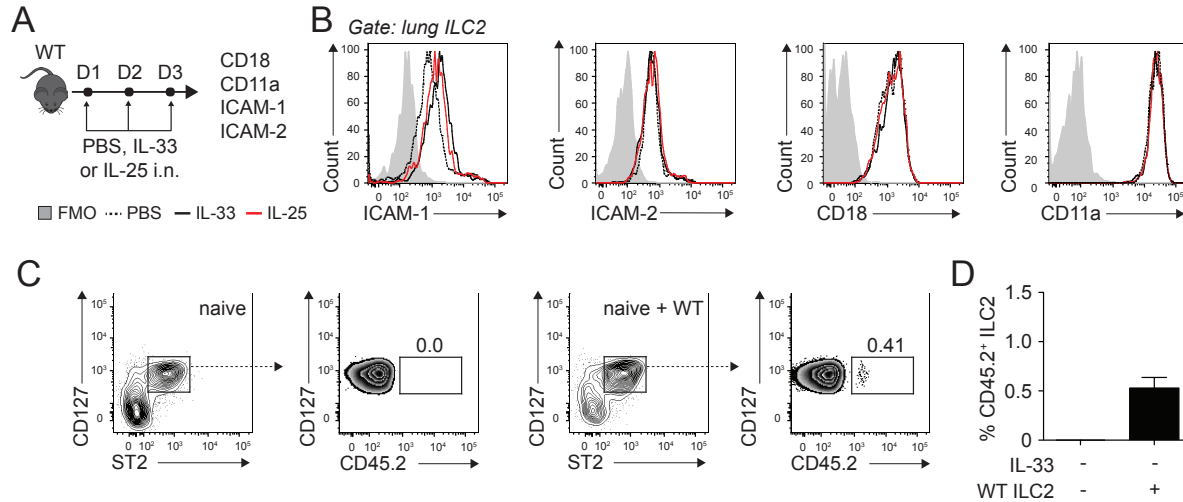

**Supplementary Figure 3. Expression of adhesion molecules on lung ILC2s from C57BL/6 mice after IL-25 and IL-33 challenge and ILC2 homing to naïve lungs.**

**(A)** Cohorts of C57BL/6 (WT) mice were challenged intranasally on days 1-3 with 0.5µg rmlL-33, 0.5µg rmlL-25 or PBS and on day 4 lungs were recovered, processed to single cell suspensions. The expression of ICAM-1, ICAM-2, CD18 and CD11a on pulmonary CD45<sup>+</sup> Lin<sup>-</sup> Thy1.2<sup>+</sup> ST2<sup>+</sup> CD127<sup>+</sup> ILC2s was analyzed by flow cytometry.

**(B)** Representative flow cytometry plots of ICAM-1, ICAM-2, CD18 and CD11a expression on pulmonary ILC2s following challenge with rmlL-33, rmlL-25 or PBS. Black line: rmlL-33, red line: rmlL-25, dotted line: PBS, solid Gray: Full Minus One (FMO) staining control.

**(C)** A cohort of C57BL/6 (CD45.2) mice was challenged intranasally on days 1, 2 and 3 with 0.5µg rmlL-33. On day 4, lungs were recovered, processed to single cell suspensions and pulmonary activated ILC2s (aILC2)s were FACS-sorted to a purity of >95%. C57BL/6 CD45.1 naïve host mice were adoptively transferred or not with 10x10<sup>3</sup> FACS-sorted CD45.2<sup>+</sup> aILC2 by tail-vein injection. On day 5, lungs were recovered, processed to single cell suspensions and analyzed by flow cytometry for the presence of pulmonary CD45.2<sup>+</sup> ILC2s.

**(D)** Representative flow cytometry plots of total pulmonary ILC2s in the corresponding cohorts and frequencies of CD45.2<sup>+</sup> adoptively transferred ILC2s within each population.

**(G)** Corresponding quantitation presented as the mean frequencies of CD45.2<sup>+</sup> within total lung ILC2s +/- SEM.

Data are representative of 2 individual experiments with n=5.

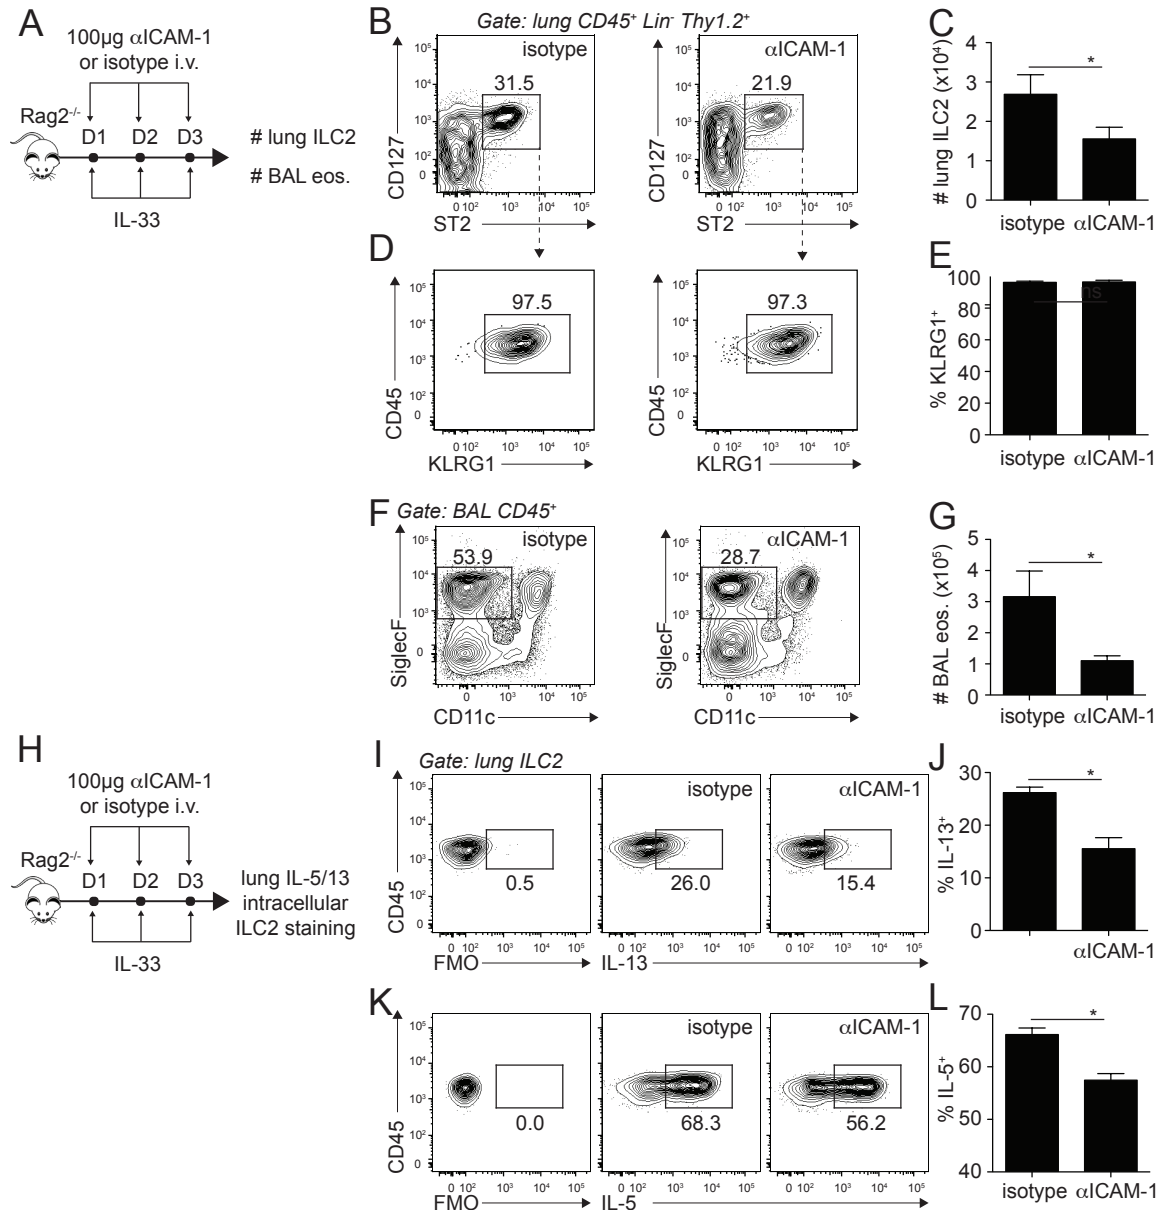

**Supplementary Figure 4. Anti-ICAM-1 treated mice develop attenuated ILC2-dependent lung inflammation**

(A) Rag2<sup>-/-</sup> mice received intravenous injections of 100µg αICAM-1 or isotype control and 0.5µg rIL-33 intranasally on days 1-3. On day 4, bronchoalveolar (BAL) lavage was performed, prior collecting the lungs for each mouse. Lungs and BAL were processed to single cell suspensions and analyzed for ILC2s (CD45<sup>+</sup> Lin<sup>-</sup> Thy1.2<sup>+</sup> ST2<sup>+</sup> CD127<sup>+</sup>) and eosinophils by flow cytometry in lungs and BAL, respectively.

**(B)** Representative flow cytometry plots of lung ILC2s and **(C)** corresponding quantitation presented as the number of lung ILC2s +/- SEM.

**(D)** Representative flow cytometry plots of KLRG1 expression within lung ILC2s and **(E)** corresponding quantitation presented as the frequency of KLRG1-expressing ILC2s +/- SEM.

**(F)** Representative flow cytometry plots of BAL eosinophils and **(G)** corresponding quantitation presented as the number of BAL eosinophils +/- SEM.

Data are representative of 3 individual experiments with n=5. \*p<0.05, ns: non-significant.

**(H)** Rag2<sup>-/-</sup> mice received intravenous injections of 100µg αICAM-1 or isotype control and 0.5µg rmlL-33 intranasally on days 1-3. On day 4, lungs were processed to single cell suspension and stimulated with PMA, ionomycin and Brefeldin A for 4 hours at 37C prior staining for intracellular cytokine markers within pulmonary ILC2s. Representative flow cytometry plots of IL-13 **(I)** and IL-5 **(K)** expression within lung ILC2 populations and corresponding quantitation **(J and L)** presented as mean frequency of cytokine expression within lung ILC2s +/- SEM.

Data are representative of 2 individual experiments with n=5. \*p<0.05.

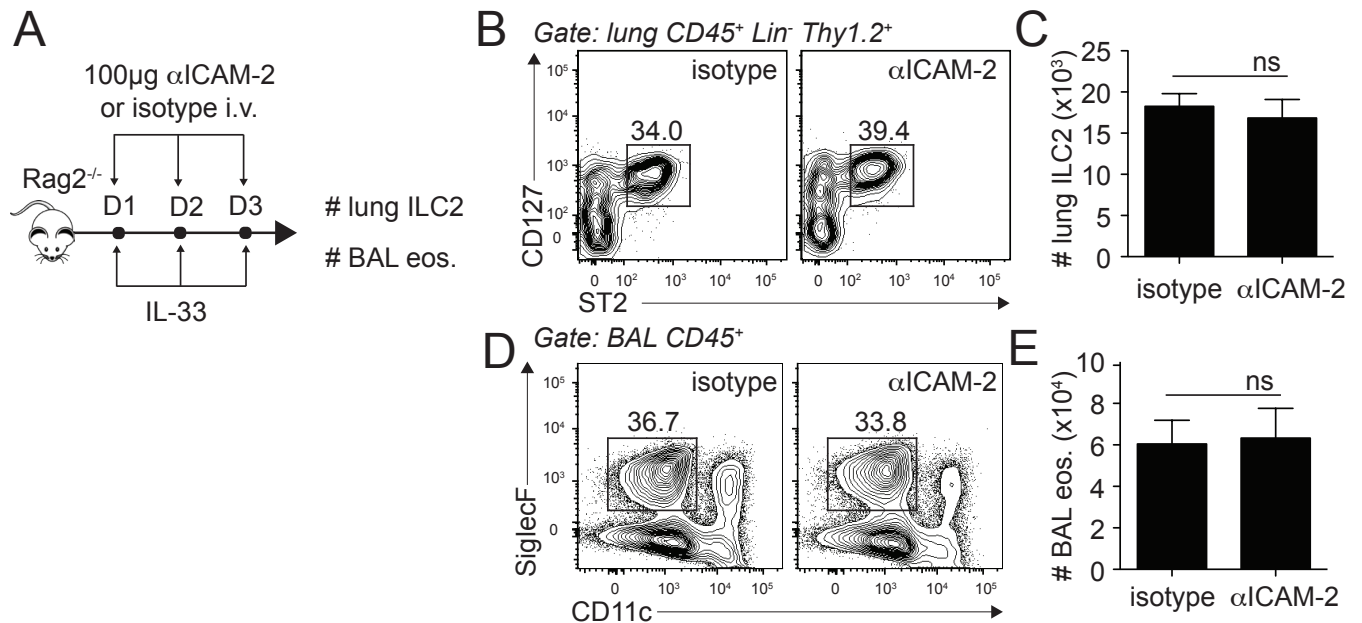

### Supplementary Figure 5. Anti-ICAM-2 treated mice do not develop attenuated ILC2-dependent lung inflammation

**(A)** Rag2<sup>-/-</sup> mice received intravenous injections of 100µg αICAM-2 or isotype control and 0.5µg rmlIL-33 intranasally on days 1-3. On day 4, bronchoalveolar (BAL) lavage was performed, prior collecting the lungs for each mouse. Lungs and BAL were processed to single cell suspensions and analyzed for ILC2s (CD45<sup>+</sup> Lin<sup>-</sup> Thy1.2<sup>+</sup> ST2<sup>+</sup> CD127<sup>+</sup>) and eosinophils by flow cytometry in lungs and BAL, respectively.

**(B)** Representative flow cytometry plots of lung ILC2s and **(C)** corresponding quantitation presented as the number of lung ILC2s +/- SEM.

**(D)** Representative flow cytometry plots of BAL eosinophils and **(E)** corresponding quantitation presented as the number of BAL eosinophils +/- SEM.

Data are representative of 2 individual experiments with n=5. ns: non-significant.

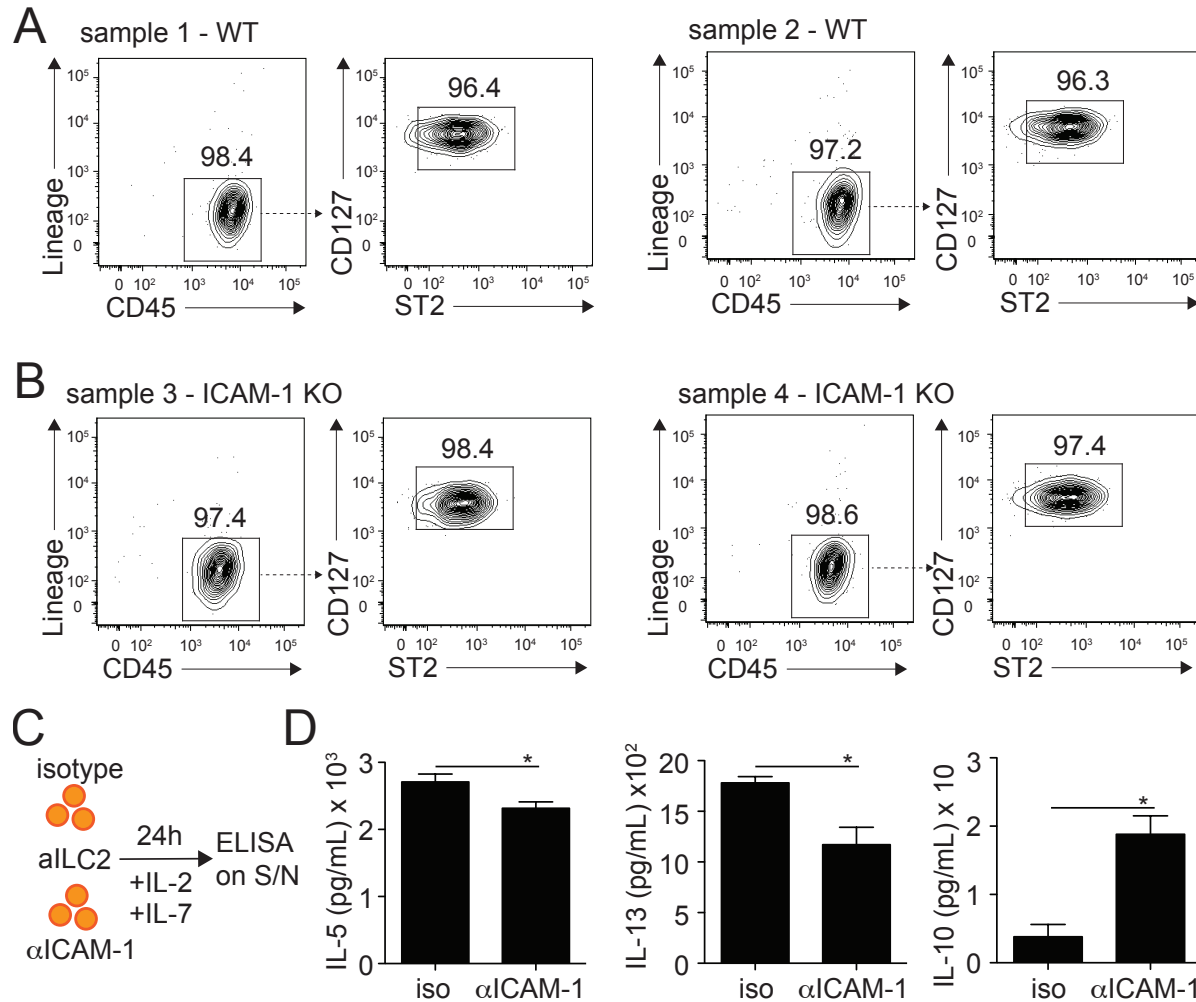

**Supplementary Figure 6. RNAseq sample purities and role of ICAM-1 on in vitro cytokine production using ILC2s isolated from Rag<sup>-/-</sup> mice.**

**(A-B)** Cohorts of C57BL/6 (WT) and ICAM-1<sup>-/-</sup> mice were challenged intranasally on days 1-3 with 0.5μg rmIL-33. On day 4, lungs were recovered, processed to single cell suspensions, and pulmonary activated ILC2s (gated as CD45<sup>+</sup> Lin<sup>-</sup> ST2<sup>+</sup> CD127<sup>+</sup>) were FACS-sorted to a purity of >95%. Sorted lung activated ILC2s (aILC2s) were directly lysed to perform RNAseq analysis. Each purified sample is a pool of 4 mice.

**(C)** Rag<sup>-/-</sup> mice were challenged intranasally on days 1-3 with 0.5μg rmIL-33. On day 4, lungs were recovered, processed to single cell suspensions, and pulmonary activated ILC2s (gated as CD45<sup>+</sup> Lin<sup>-</sup> ST2<sup>+</sup> CD127<sup>+</sup>) were FACS-sorted to a purity of >95%. Sorted lung aILC2s were then cultured *ex vivo* (50x10<sup>4</sup>/mL) for 48h with rmIL-2 (10ng/mL), rmIL-7 (10ng/mL) with or without anti-ICAM-1 (10μg/mL). Culture supernatants were recovered for cytokine analysis by ELISA.

**(D)** Levels of IL-5, IL-13 and IL-10 in culture supernatants measured by ELISA.

Data presented in C and D are representative of 2 individual experiments with  $n=5$ .  
\* $p<0.05$ .

How the deposited data were processed for this re-analysis (not part of the article)

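RNA sequencing libraries of activated lung ILC2s were compared between 2 WT and 2 ICAM-1 KO samples, each a pool of 4 mice sorted on day 4 after 3 intranasal challenges with 0.5 µg rmIL-33. Genotypes and replicate numbers were taken from the sample labels, and doses, days and pool sizes from the paper. Since Icam1 RNA was not lower in the samples labelled ICAM-1 KO, they are called libraries labelled ICAM-1 KO. The same 2 replicate numbers occur in both genotypes, and this is the only source of a pairing, since the animals differ.

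The authors made cDNA from sorted cells with a SMARTer low-input kit, aligned the reads with STAR to mm10 with GENCODE M20 annotation and estimated expected counts per gene with the E/M method of Partek. These deposited expected counts cover 22558 genes and are not normalized, and 64.6% of them are whole numbers since reads that fit more than 1 gene are split. The authors also deposited a normalized signal for 18324 genes, made by upper quartile normalization. Each of its values equals the count plus 1 multiplied by 1 factor per library. The paper names GSA in Partek as its differential analysis, which was not run here. In 21 cases the deposited tables give a gene symbol in the form of a date, and these genes are not named here. Coordinates are those of the deposited tables, with the end of each gene moved by 1 base to match the annotation. For 21881 of the 22558 genes they equal GENCODE M21, the release used here for transcript length and GC content.

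The depth was 24796148 to 28782471 counts per library, and a fold change against a group with 3 or fewer counts in each library is given as a lower bound against 3 counts. Reads without molecular identifiers are not independent molecules, so such floors cover counting error alone. The deposited counts were rounded to whole numbers and tested with edgeR 4.0.16 (estimateDisp, glmQLFit with legacy set to FALSE, glmQLFTest) in R 4.3.3, with upper quartile factors and no covariate. In this version of edgeR the default of glmQLFit is the older method, and the newer one was used for the reported values and the older one as an alternative. The 11711 genes with a mean normalized count of at least 1 and a summed normalized count of at least 10 were tested, as the paper's methods describe. Adjusted p-values are Benjamini-Hochberg values over these genes, and genes were called at an adjusted p under 0.05 and a change of at least 2-fold. Standard errors were taken from the log2 fold change and its quasi-likelihood F statistic. Means and SDs of single genes are over the authors' normalized counts.

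The tests were tried on simulated counts with the means and library sizes of the real libraries, in which 200 genes were changed. Over 3 draws, edgeR recovered 88.8% of the changed genes with 5.3% false calls when the spread followed the trend over all genes, and 84.7% with 9.4% false calls when each gene kept its own spread. Of the genes changed by 1 on the log2 scale, 73% and 66.7% were recovered under these settings. Of the genes changed by 2 on the log2 scale, 94.8% and 91.9% were. For DESeq2 the false calls were 8.7% and 13%, and for limma 5.4% and 8.8%. In the test of gene lists, 3 of 40 unchanged lists and 20 of 20 lists with raised genes passed the 97.5th percentile.

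Marker genes of 11 kinds of other lung cells, ILC2 genes and proliferation genes were listed before the data were examined. Each list was taken without the genes of Supplementary Table 1, and its median log2 fold change was placed among 10000 random lists of the same size matched on mean expression. The lists fixed before the data were examined were also tested with camera (limma 3.58.1). Its default settings were used, which treat the genes of a list as nearly independent. A list of regulatory T cell genes was added after the data had been seen. Genes within 20 Mb of Icam1 were compared with all others by Fisher's exact test (two-sided), and bins of 10 Mb with at least 20 genes, without immunoglobulin genes, were scanned by the one-sided form of this test for an excess of genes with an adjusted p under 0.05.

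The genes named are Icam1, Icam2, Itgal and Itgb2, every gene the paper names for this experiment, the 5 largest changes in each direction among called genes whose groups do not overlap, up to 3 of the most abundant members of each list and of the interleukins, and up to 5 genes near Icam1 with the smallest adjusted p. This rule was set before the data were examined. Il33, Foxp3, Trac, Cd4, Ikzf2, Mki67, Ccr3, Alox15, Il5ra, Gm26825, Gm15459, Moxd1 and the genes named on chromosome 1 were chosen after their values were seen. Genes that overlap another gene, among them Icam1, Il5, Il16, Ccl6, Csf2, Foxf1, Tcf7, Ets1, Foxp3 and Mndal, and immunoglobulin genes can share reads with it, and whether the counting used strand is not stated in the paper's methods.

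The alternatives tried were TMM factors, DESeq2 1.42.0 with its size factors, no filter on low counts, at least 10 counts in every library, edgeR's filterByExpr, limma on the log2 of the normalized count plus 1, the older form of edgeR's test, the replicate number as a block, factors computed without immunoglobulin and marker genes, other fold-change thresholds and leaving out each library in turn. A filter on the mean normalized count alone was added after seeing the data. With 2 libraries per group, no test of other splits of the samples was made. Tables were handled with Python 3.11.15 and pandas 2.3.3. Flow cytometry, ELISA and lung function data were not analysed here.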

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

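Of the tests in this part, those on alveolar epithelium, endothelium, macrophages and monocytes and regulatory T cells as sources of single genes, and the scan of all chromosomes, were chosen only after the result was seen. The marker lists of other lung cells, and the test of transcript length on them, were set before their values were seen.

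Genes typical of other lung cells, which the paper does not discuss, were higher in the libraries labelled ICAM-1 KO. Of 11 marker lists, taken without the genes of Supplementary Table 1, 8 had a median log2 fold change above the middle 95% of random lists matched on mean expression, with a mean in both libraries labelled ICAM-1 KO above both WT libraries. The median log2 fold change was 1.63 for endothelium, 1.17 for macrophages and monocytes, 1.10 for B cells and plasma cells, 1.05 for alveolar epithelium, 0.97 for neutrophils, 0.80 for mesenchyme, 0.70 for T cells and 0.45 for mast cells and basophils. Camera tested each list as a set, again without the genes of Supplementary Table 1. The adjusted p by camera was 1.02e-16 for endothelium, 1.03e-07 for macrophages and monocytes and 4.25e-06 for B cells and plasma cells. It was 9.63e-05 for alveolar epithelium, 0.00273 for T cells and 0.0409 for neutrophils. It was 0.0598 for both mesenchyme and mast cells and basophils, which did not pass this test. These p-values treat the genes of a list as nearly independent and do not measure the spread between pools of mice. Without ICAM-1 KO replicate 2, the median fell to 0.53 for mesenchyme and to 0.19 for mast cells and basophils. Neither then lay above the middle 95%, which left 6 lists. Mesenchyme, at 0.48, was not above it without WT replicate 1 either. The list of eosinophils stood at the 98.68th percentile, but its mean was lower in both libraries labelled ICAM-1 KO, and it is not counted among the 8. In the simulated data, 3 of 40 unchanged lists also lay above the middle 95%. The number of 8 lists is what RNA from other lung cells in the libraries labelled ICAM-1 KO could give. A trend with transcript length was considered as well. After this trend had been removed, the 8 lists still lay above the middle 95% of random lists. The condition on the library means was not computed again. The removal moved the median of endothelium from 1.63 to 1.44, the largest move among the 8, and that of T cells hardly at all, so this test bears on the trend over all genes and not on other effects of length. Expression of these genes by the ILC2s of the labelled genotype, and other cells among the sorted ILC2s, would both raise the lists, and bulk libraries do not tell them apart.

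Several genes that the paper discusses, or that lie beside those it discusses, share a direction with these lists. Il33 had a log2 fold change of 3.90, larger than that of any other interleukin tested, and Cxcl15 had one of 4.49. The list of alveolar epithelium stood at the 99.86th percentile, so RNA from alveolar epithelium may account for a part of the Cxcl15 and Il33 counts. The list of endothelium stood at the 100th percentile, and RNA from endothelium may in the same way contribute to Foxf1 and Klf2. The list of macrophages and monocytes also stood at the 100th percentile, and RNA from macrophages and monocytes may contribute to Chil3, Ccl6 and Ccl9. These tests show that the lists move with the genes, not which cells made the transcripts, and a change in the ILC2s themselves remains possible for each gene.

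Foxp3 had a log2 fold change of 1.84 (adjusted p = 0.000225 from edgeR's quasi-likelihood test), higher in both libraries labelled ICAM-1 KO, and its gene overlaps others on both strands. Trac, Cd4 and Ikzf2 had log2 fold changes of 1.60, 1.55 and 1.53. A list of regulatory T cell genes was written after Foxp3 had been seen, and its 5 members whose values had not been seen stood at the 99.67th percentile, with a median log2 fold change of 0.74. RNA from regulatory T cells is therefore a candidate explanation for a part of the Il10 and Foxp3 counts. The libraries do not tell it apart from Il10 made by ILC2s. The paper also measured IL-10 protein apart from these libraries. IL-10 staining was higher in gated ICAM-1-deficient ILC2s, and anti-ICAM-1 raised IL-10 from sorted ILC2s of Rag-deficient mice, which have no T cells. These measurements do not show which cells gave the Il10 RNA counted here. With 76 to 188 counts of Il10 per library, a small number of other cells could be enough, but their number was not measured here.

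On chromosome 1 of mm10 from 170 to 180 Mb, 23 of 71 genes tested had an adjusted p under 0.05, which is 32.39% and gave an adjusted p of 0.00686 by a one-sided Fisher's exact test over 207 bins. Of the 23 genes, 12 were higher and 11 lower in the libraries labelled ICAM-1 KO. They include 6 genes of the Ifi200 family, among them Mndal with a log2 fold change of -2.89 and Ifi203-ps with one of 4.37, and 6 genes of the Slamf and Fcgr families, all 6 higher. Members of the Ifi200 family are near-identical and overlap, so their counts are uncertain. Strain DNA outside the region of Icam1 is a candidate explanation, since the reads of another strain's alleles can be assigned differently among such genes. Gene families of other immune cells that lie together would raise the share in the same way, and the pattern cannot be told apart from either explanation.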

How the results depend on the processing

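The numbers of genes with an adjusted p under 0.05 and at least 2-fold, 578 higher and 63 lower, depended most on the filter on low counts and on the threshold. Without a filter, 273 genes were higher and 39 lower. Without a fold-change threshold, 1030 were higher and 582 lower, and the higher genes then made up 63.9% in place of 90.2%. With a 1.5-fold threshold, 846 were higher and 179 lower. Across TMM factors, DESeq2, at least 10 counts in every library, edgeR's filterByExpr, limma, the older form of edgeR's test, factors without immunoglobulin and marker genes and a filter on the mean normalized count alone, which was chosen after seeing the data, between 491 and 611 genes were higher and between 57 and 72 lower. The median log2 fold change of all genes tested lay between -0.01 and 0.03 in these fits and in the fit without a filter.

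Without a filter on low counts, 7 of the 13 genes of Figure 6C, 2 of the 5 genes of Figure 6D and 64 of the 100 genes of Supplementary Table 1 were called in the paper's direction. Il10 was number 5 of 25 interleukins in that fit, where Il34 was first, and number 3 of 19 with filterByExpr, where Il33 was first. It was number 2 in every fit that left out a library. The cause of these changes was not tested.

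The share of genes near Icam1 with an adjusted p under 0.05 was 13.1% against 13.77% elsewhere. It exceeded the share elsewhere over the whole chromosome (16.67% against 13.6%, p = 0.0337 by Fisher's exact test), without a filter (5.52% against 4.42%, p = 0.538) and with the older form of edgeR's test (11.72% against 11.61%, p = 0.897). The cause was not tested.

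With the replicate number as a block, 601 genes were higher and 67 lower, 619 of them among the 641. The adjusted p of Il10 was then 0.0558, in a range from 0.0246 to 0.0957 over all alternatives. The share near Icam1 was 15.17% against 14.64% (p = 0.814 by Fisher's exact test), and 17.6% against 14.47% over the whole chromosome (p = 0.0335 by the same exact test). By camera with the block, the adjusted p was 2.76e-16 for the endothelium list and 0.107 for the mast cell and basophil list, and for the mesenchyme list it passed the threshold at 0.00994, against 0.0598 without the block. The deviations of same-numbered libraries from their group means correlated at -0.058 across genes, and the pools come from different animals, so the numbers give no sign of a pairing.

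Among the named genes, 534 of 562 further results under other settings kept their direction and their side of the threshold, and 28 kept their direction but no longer had an adjusted p under 0.05. Of these 28, 15 came from the fit without a filter and 6 from filterByExpr. The number of marker lists above the middle 95% of random lists, counting only lists whose mean over all libraries is higher in both libraries labelled ICAM-1 KO than in both WT libraries, was 8 in each of these fits and from 6 to 8 with a library left out. The median log2 fold change of the airway secretory list, 0.68 over all libraries, ranged from -1.09 to 1.62 with a library left out and was negative without ICAM-1 KO replicate 2. The whole list of eosinophil genes stood at the 97.29th percentile. Fits that leave out a library have a single library in 1 group and carry no test.

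Genes with small changes are where the data are weakest. In the simulated data, with 11711 genes, 66.7% of genes changed by 1 on the log2 scale were recovered when each gene kept its own spread, against 96.9% of those changed by 3. A gene at or under 3 counts in a group gives only a lower bound on its fold change.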

Differences from the paper's values

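For Cxcl15, the adjusted p was 0.00131 against the paper's 0.002. Of the alternatives set before the data were examined, the older form of edgeR's test (0.00152) and factors without immunoglobulin and marker genes (0.00137) came within 1.5 times of it, in a range from 9.45e-22 to 0.0211 over all alternatives. A filter on the mean normalized count alone, chosen after seeing the values, gave 0.0024. The log2 fold change of Cxcl15 was 4.49 against the paper's 3.80 in Supplementary Table 1, and none of the alternatives closed this gap.

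The adjusted p-values of the other cytokines and chemokines that differ were smaller than the paper's, and among the alternatives set before the data were examined edgeR's filterByExpr brought each within 1.5 times of it. For Il13, the adjusted p was 0.00247 against the paper's 0.005, and it was 0.00424 with filterByExpr and 0.00346 with the older form of edgeR's test (range over all alternatives 1.22e-09 to 0.0232). For Il9, it was 0.0115 against the paper's 0.024, and 0.0198 and 0.025 under the same settings (range 0.00535 to 0.073). For Il6, it was 0.0307 against the paper's 0.049, and 0.0433 and 0.0421 under these settings and 0.033 with factors without immunoglobulin and marker genes (range 0.000472 to 0.105). For Cxcl3, it was 0.0238 against the paper's 0.048, and 0.0377 and 0.036 under filterByExpr and the older test (range 2.84e-05 to 0.0995). For Ccl6, it was 0.00563 against the paper's 0.015, and 0.0138 and 0.0101 under both (range 9.17e-08 to 0.0494). For Ccl9, it was 0.00705 against the paper's 0.017, and 0.0145 and 0.0113 under both (range 3.56e-05 to 0.0424). For Chil3, it was 0.00324 against the paper's 0.008, and 0.00849 and 0.0073 under both (range 1.38e-05 to 0.0441). For Il16, it was 0.0152 against the paper's 0.035, and 0.0314 with filterByExpr, while the older test did not close this gap (range 0.000714 to 0.0827). The filter on the mean normalized count alone, chosen after seeing the values, gave 0.00345 for Il13, 0.0165 for Il9, 0.0383 for Il6 and 0.00556 for Chil3, each within 1.5 times of the paper's value. The remaining alternatives did not close these gaps.

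The adjusted p-values of 4 transcription factors differed in the same direction. For Id3, the adjusted p was 0.00298 against the paper's 0.006, and it was 0.00564 with filterByExpr (range over all alternatives 1.59e-08 to 0.0265). For Klf2, it was 0.00705 against the paper's 0.018, and 0.016 with filterByExpr (range 3.77e-06 to 0.053). For Tcf7, it was 0.0029 against the paper's 0.010, and 0.00797 with filterByExpr (range 3.52e-09 to 0.0405). For Prdm1, it was 0.0116 against the paper's 0.026, and 0.0222 with filterByExpr and 0.0204 with the older form of edgeR's test (range 9.82e-05 to 0.0656). The filter on the mean normalized count alone, chosen after seeing the values, gave 0.00439 for Id3. The other alternatives set before the data were examined did not close these gaps.

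The paper reports 455 differentially regulated transcripts, 405 higher and 50 lower, among more than 13000. Here 641 genes were called, 578 higher and 63 lower, among 11711 and with another test than the paper's. The paper names Il10 as the most upregulated interleukin. Here Il10, with a log2 fold change of 1.31, was number 2 of 12 after Il33 with 3.90, and none of the alternatives ranked Il10 first. The paper lists Moxd1 among the downregulated genes with a log2 fold change of -1.01. Here it had one of -0.99, short of 2-fold, and only filterByExpr called it, with a log2 fold change of -1.02 and an adjusted p of 0.0278 in edgeR's quasi-likelihood test, in a range from 7.51e-05 to 0.083 over all alternatives.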

Other observations

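Of the tests in this part, those of library depth, normalization, the region around Icam1 and the list of proliferation genes were set before their results were seen. All others were chosen only after the result was seen.

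Icam1 RNA was not lower in the libraries labelled ICAM-1 KO, although the paper reports that ICAM-1-deficient mice lacked the protein on lung ILC2s. If 1 WT and 1 ICAM-1 KO library had been exchanged, libraries of the same label would not correlate better than others. The lower of the correlations within a label was 0.966, above the highest between labels of 0.938, which speaks against such an exchange but would look the same if both groups had been exchanged. RNA made from the knocked-out allele is a candidate explanation for the log2 fold change of 0.33, and counts summed over the gene cannot show it, since they do not tell exons apart. The RNA of Icam2, Itgal and Itgb2, which encode another ligand and both chains of LFA-1, had log2 fold changes of 0.27, 0.06 and 0.14, with adjusted p-values of 0.235, 0.658 and 0.34 from edgeR's quasi-likelihood test.

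DNA of another strain can flank a knocked-out gene. Within 20 Mb of Icam1, 19 of 145 genes tested had an adjusted p under 0.05, against 13.77% of other genes (p = 0.904 by Fisher's exact test), so no excess was seen within this window. Over the whole of chromosome 9 the share was 16.67% against 13.6% (p = 0.0337 by the same test), and in the adjoining bin from 40 to 50 Mb, which holds Dscaml1 and Nxpe1-ps, it was 26.56% (17 of 64 genes, p = 0.00393 by a one-sided Fisher's exact test, adjusted p = 0.199 over 207 bins). The test of the window compares shares of genes, so strain DNA that alters few genes there is not excluded. Strain DNA farther from Icam1 is not excluded either. Within 20 Mb of Icam1, the genes with the smallest adjusted p were Esam, Tmem123, Casp4, Fez1 and Birc2. Their log2 fold changes were 1.75, 0.82, -1.37, -1.68 and 0.81.

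The genes past both thresholds were mostly higher in the libraries labelled ICAM-1 KO, 90.2% of 641, and technical explanations were tested for this excess. After every library had been thinned to the depth of the smallest, 90.4% were higher, and with TMM factors 90.09% were. When genes were split into 3 equal groups, the smallest share among the groups was 88.73% by GC content, 87.44% by transcript length and 86.3% by mean expression. Without immunoglobulin genes it was 90.27%. The share of counts in the 20 most abundant genes differed by -0.47 percentage points. With TMM factors 638 of the 641 genes were called again, so these factors hardly differed from the upper quartile ones and leave normalization undecided. None of the other properties tested accounts for the excess. For depth this covers only the small differences between these libraries. The 8 marker lists that were higher leave RNA from other lung cells as an explanation, and the excess cannot be told apart from it.

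The log2 fold change rose with transcript length (Spearman's rho 0.263 across 11675 genes, which are not independent replicates). Between single libraries of different labels, rho was between 0.164 and 0.29. Within a label, replicate 2 against replicate 1 gave -0.204 for the libraries labelled ICAM-1 KO and -0.003 for the WT libraries. The sign within a label depends on the order of the pair. Every pair of different labels had a positive rho and the WT pair had almost none, so the trend follows the labels in direction. The size between the libraries labelled ICAM-1 KO lies in the range seen between labels, so libraries of 1 label can differ as much. With 2 libraries per group, the trend cannot be assigned to the label. No biological explanation was tested for this trend.

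Il5, Il9, Il13 and Csf2 were lower, and dilution of ILC2 RNA by RNA of other cells could lower genes of ILC2s together. The median log2 fold change of 17 ILC2 genes was -0.06, nearer 0 than the -0.57 of Csf2. Of these genes 8 were higher, and 2 of the higher and 3 of the lower genes had an adjusted p under 0.05. An equal dilution of all ILC2 genes by the size of the Csf2 change was therefore not seen over this list. Since its members moved both ways, the list does not exclude dilution as a part of the change in the 4 cytokines. For these libraries, whether the 4 cytokines fell in the ILC2s through the lack of ICAM-1 is a hypothesis that rests on the labels. For IL-5 and IL-13, the paper has protein measurements that do not use these labels. Both were lower in ICAM-1-deficient than in WT ILC2s of mixed chimeras, and in cultures of WT ILC2s given anti-ICAM-1.

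Epx and Prg2 were lower, with no Epx counts in either library labelled ICAM-1 KO. If eosinophil RNA in the WT libraries were the source, the other genes of the eosinophil list would be lower too, but 0 of the 3 others tested were. Ccr3, Alox15 and Il5ra had log2 fold changes of 1.60, 0.99 and 1.93. The mean of the list without the genes of Supplementary Table 1, which includes Epx itself, was lower in both libraries labelled ICAM-1 KO (1.75 and 2.17 log2 CPM) than in both WT libraries (3.01 and 3.07). Since markers of other cells were higher in the same libraries, the 3 higher genes do not exclude eosinophil RNA in the WT libraries.

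Genes of cell proliferation were slightly lower. Of 29 genes, 22 were lower, the median log2 fold change was -0.20, and the mean of the list was lower in both libraries labelled ICAM-1 KO than in both WT libraries (adjusted p = 0.00299 by camera). Among random lists matched on mean expression, however, the list stood at the 2.73rd percentile, inside the middle 95%, and from 0.23 to 17.69 with a library left out. Mki67 did not follow, with a log2 fold change of 0.13 and an adjusted p of 0.381 from edgeR's quasi-likelihood test.

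Gm26825 had 381 and 393 counts in the WT libraries and 22120 and 19685 counts in the libraries labelled ICAM-1 KO, a log2 fold change of 5.83. Gm15459 overlaps it on the opposite strand and had a log2 fold change of 1.85. The counts of both are uncertain, since it is not known whether the counting used strand, and no explanation was tested.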
